# Mucosal infection rewires TNFɑ signaling dynamics to skew susceptibility to recurrence

**DOI:** 10.7554/eLife.46677

**Published:** 2019-08-20

**Authors:** Lu Yu, Valerie P O'Brien, Jonathan Livny, Denise Dorsey, Nirmalya Bandyopadhyay, Marco Colonna, Michael G Caparon, Elisha DO Roberson, Scott J Hultgren, Thomas J Hannan

**Keywords:** mucosal infection, recurrent infection, mucosal remodeling, uropathogenic *E. coli*, tumor necrosis factor alpha, urinary tract infection, *E. coli*, Mouse

## Abstract

A mucosal infectious disease episode can render the host either more or less susceptible to recurrent infection, but the specific mechanisms that tip the balance remain unclear. We investigated this question in a mouse model of recurrent urinary tract infection and found that a prior bladder infection resulted in an earlier onset of tumor necrosis factor-alpha (TNFɑ)-mediated bladder inflammation upon subsequent bacterial challenge, relative to age-matched naive mice. However, the duration of TNFɑ signaling activation differed according to whether the first infection was chronic (Sensitized) or self-limiting (Resolved). TNFɑ depletion studies revealed that transient early-phase TNFɑ signaling in Resolved mice promoted clearance of bladder-colonizing bacteria via rapid recruitment of neutrophils and subsequent exfoliation of infected bladder cells. In contrast, sustained TNFɑ signaling in Sensitized mice prolonged damaging inflammation, worsening infection. This work reveals how TNFɑ signaling dynamics can be rewired by a prior infection to shape diverse susceptibilities to future mucosal infections.

## Introduction

Mucosal bacterial infections are very common, accounting for over 42 million outpatient visits and a majority of the 270 million outpatient antibiotic prescriptions in the United States annually (Armstrong and Pinner, 1999; May et al., 2014; Outpatient antibiotic prescriptions, 2011). Of these, respiratory and urinary tract infections (UTI) can be highly recurrent, the latter leading to over $2 billion in direct and indirect costs annually in the United States (Foxman, 2010). Over 80% of community-acquired UTI are caused by uropathogenic *Escherichia coli* (UPEC) (Gupta and Bhadelia, 2014; Ronald, 2003), and the vast majority of these infections involve the lower urinary tract and specifically the urinary bladder, causing cystitis (bladder infection). Women are disproportionately affected: over 60% of women will experience at least one UTI during their lifetime (Foxman et al., 2000a), and of these women, 20–30% will experience a recurrence (rUTI) within 6 months (Foxman et al., 2000b). Some individuals experience recurrent UTI to such a high degree that they resort to taking daily suppressive antibiotic therapy to prevent further recurrence (Ikäheimo et al., 1996). In sexually active young women, one of the single biggest independent risk factors for developing an acute UTI is a history of two or more UTIs (Hooton et al., 1996). Furthermore, placebo studies of UTI patients show that the natural course of infection and symptoms can vary greatly: for some women, infections resolve spontaneously within a few days, while others may develop persistent bladder infections lasting for weeks (Ferry et al., 2004; Christiaens et al., 2002; Mabeck, 1972). Taken together, these data suggest that disease history may impact the nature of the future interaction of UPEC with the urinary tract mucosa of patients in a way that alters susceptibility to symptomatic rUTI.

In C3H/HeN mice, a dichotomy of self-resolving vs. chronic infection, similar to the natural course of UTI in women, occurs after experimental UPEC infection in an infectious dose-dependent manner (Hannan et al., 2010). Strikingly, the outcome of the initial infection polarizes future susceptibility to rUTI: mice that spontaneously resolve the initial infection are highly resistant to rUTI upon challenge, whereas those that develop an initial chronic infection (persistent high-titer bladder bacterial colonization and bladder mucosal inflammation) lasting two weeks or longer prior to antibiotic therapy are highly sensitive to rUTI (O'Brien et al., 2015). These studies revealed an early immune checkpoint that determines whether the host spontaneously resolves the infection or goes on to develop chronic cystitis (Hannan et al., 2010). Specifically, at 24 hours post-inoculation (hpi), elevated serum cytokines (IL-5, IL-6, G-CSF, CXCL1), severe bladder inflammation with mucosal wounding, and pyuria (neutrophils in urine) are the hallmarks of checkpoint activation, which indicates severe acute UTI that predisposes to chronic infection. In mice that trigger the checkpoint, robust cyclooxygenase-2 (COX-2) expression by bladder epithelial (urothelial) cells at 24 hpi promotes neutrophil transmigration through the urothelium, causing mucosal damage and ultimately the development of chronic cystitis (Hannan et al., 2014). If chronic cystitis is permitted to go on for two or more weeks prior to antibiotic therapy, affected mice then become highly susceptible to developing severe rUTI upon subsequent challenge in a COX-2 dependent manner (Hannan et al., 2010; Hannan et al., 2014; O'Brien et al., 2016). C57BL/6J mice, though inherently resistant to chronic cystitis upon a single bladder inoculation of UPEC, can be induced to develop chronic cystitis by repeated bacterial inoculation (Hannan et al., 2010; Schwartz et al., 2015), and those with a history of chronic infection become susceptible to severe rUTI upon challenge, similar to C3H/HeN mice, demonstrating that acquired factors related to a prior chronic infection can overcome genetic resistance (O'Brien et al., 2016). Translating these findings to humans, we found that serum cytokine biomarkers associated with more robust granulocytic responses, similar to those associated with the development of chronic cystitis in naive mice, were also predictive of susceptibility to rUTI in women (Hannan et al., 2014).

The diverging susceptibilities of mice to rUTI as a consequence of the outcome of a prior infection were found to be due in part to bladder remodeling that alters the pathophysiology of acute cystitis upon the second infection (Hannan et al., 2014; O'Brien et al., 2016). However, the molecular mechanisms by which this bladder remodeling impacted susceptibility to rUTI were unclear. Here, we leveraged the power of bladder transcriptomics and the C3H/HeN mouse model of rUTI to interrogate the molecular basis for the impact of UTI history on host susceptibility to rUTI. We discovered that tumor necrosis factor-alpha (TNFɑ) signaling was a hallmark of bladder inflammation during acute UTI in mice. However, the temporal nature of the TNFɑ response differed according to UTI history and impacted the outcome of recurrent infection. Antibody-mediated depletion experiments showed that the polarizing rUTI susceptibility phenotypes (i.e. mice with a history of chronic UTI were susceptible to rUTI, whereas mice with a history of self-resolving UTI were resistant to rUTI) were each mediated by TNFɑ signaling, but with divergent dynamics and effects. Thus, these findings demonstrate the central role of TNFɑ in directing acute bladder inflammation and provide mechanistic insight into how UTI history affects host susceptibility to recurrent infection by modulating TNFɑ signaling dynamics.

## Results

### Infection history alters acute bladder inflammation kinetics during recurrent UTI

To assess the contribution of host infection history to rUTI susceptibility, we utilized a previously described recurrent cystitis model in adult (16 weeks old) C3H/HeN mice (Figure 1A). Relative to age-matched Adult Naive mice (no history of infection), C3H/HeN mice that spontaneously resolve an initial acute bladder infection are referred to herein as ‘Resolved.’ In contrast, mice with a history of chronic cystitis lasting two weeks or more prior to antibiotic therapy (which sterilizes the bladder) are referred to herein as ‘Sensitized.’ In response to challenge infection, the majority of Sensitized mice develop severe recurrent cystitis that often becomes chronic, whereas cystitis in Adult Naive mice is more moderate and few mice develop chronic cystitis. In contrast, Resolved mice are highly resistant to severe recurrent cystitis during the challenge infection and none develop chronic infections (Hannan et al., 2010; O'Brien et al., 2016).

**Figure 1.**
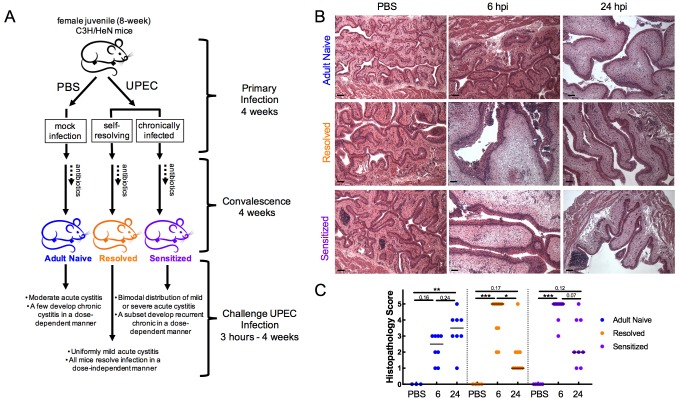
Infection history alters acute bladder inflammation kinetics during recurrent UTI. (**A**) An illustration of C3H/HeN recurrent cystitis model. (**B**) and (**C**) C3H/HeN Resolved and Sensitized mice, and Adult Naive mice as a control, were infected with 10^8^ cfu UTI89 or PBS and sacrificed at denoted time points. (**B**) Hematoxylin and eosin-stained bladder sections were assessed in a blinded fashion. Representative images are shown; scale bars = 50 μm. (**C**) Histopathology scores were determined as described in the Materials and methods and the degree of inflammation was assessed based on levels of immune cell infiltration, edema, and urothelial integrity. N = 2 independent experiments were conducted. Data points represent values for each individual mouse, bars indicate median values. Actual *P* values are indicated on the graphs if >0.05, or are represented by the following symbols: *p<0.05, **p<0.01, ***p<0.001, Kruskal-Wallis test with Dunn’s correction for multiple comparisons. 10.7554/eLife.46677.003Figure 1—source data 1.Infection history alters acute bladder inflammation kinetics during recurrent UTI.

We performed challenge UPEC infections in Resolved and Sensitized mice four weeks after the initiation of a ten-day course of antibiotics to clear the initial infection. Previous studies have found that this ‘convalescence’ period is sufficient for healing of the bladder mucosa and a return to a non-inflamed, though remodeled, state. In Sensitized mice this remodeling is evidenced by a hyperplastic urothelium that has a defect in terminal differentiation and the presence of persistent lymphoid follicles, which are not necessary for sensitization but often appear with extended (longer than two weeks) duration of initial infection (Hannan et al., 2010; O'Brien et al., 2016). Age-matched Adult Naive mice that were initially mock-infected with PBS in parallel served as a control (Figure 1A). Histopathological analysis of the urinary bladder after challenge with 10^8^ colony-forming units (cfu) of the UPEC strain UTI89 revealed significant differences in the severity and kinetics of bladder inflammation in the previously infected mouse groups relative to Adult Naive mice (Figure 1B–C). Whereas the majority of Resolved and Sensitized mice had severe bladder inflammation (median bladder histopathology scores of 5 for each group) at 6 hpi, none of the Adult Naive mice had severe bladder inflammation (median histopathology score of 2.5). By 24 hpi, the severity of bladder inflammation had waned significantly in Resolved mice and trended lower in Sensitized mice (median bladder histopathology scores of 1 and 2, respectively), but had increased in Adult Naive mice, though not to a severe level in most individuals, with a median bladder histopathology score of 3.5.

### Infection history alters the course of bladder pathophysiology during recurrent UTI

Consistent with previous work using a 10^7^ cfu challenge (O'Brien et al., 2016), we observed significantly lower titers at 6 hpi in mice with a history of UTI relative to Adult Naive mice (Figure 2A), indicating that the enhanced bladder inflammation at 6 hpi in previously infected mice was not a consequence of higher bacterial burdens. At 24 hpi, a bimodal distribution of bladder bacterial burdens was observed in mice with a previous history of UTI, with 11 of 14 Sensitized mice experiencing a bloom of UPEC to levels between 10^5^ and 10^8^ cfu/bladder. These titers are similar to or higher than those seen in Adult Naive mice, with an increase in overall median bacterial burden from 3.2 × 10^4^ at 6 hpi to 8.6 × 10^5^ cfu/bladder at 24 hpi. In contrast, the median bacterial burden in Resolved mice decreased from 1.7 × 10^5^ at 6 hpi to 1.6 × 10^4^ cfu/bladder at 24 hpi, though 6 of 17 mice had high bacterial burdens above 10^5^ cfu/bladder at 24 hpi (Figure 2A). However, this subset of Resolved mice with higher bladder titers at 24 hpi did not reflect a propensity for chronic infection, as only one of 25 Resolved mice infected with 10^8^ cfu UTI89 developed chronic infection lasting four weeks, levels similar to those seen in ‘resistant’ C57BL/6J mice (Hannan et al., 2010). The pattern of bladder edema as indicated by the weights of these bladders mirrored the patterns of bladder inflammation observed by histopathology (Figure 2B). Most notably, previously infected mice, whether Resolved or Sensitized, had significantly increased bladder weights at 6 hpi (relative to mock-infected mice with the same infection history) that by 24 hpi had decreased significantly in Resolved mice but remained elevated in Sensitized mice. Bladder weights in Adult Naive mice were not significantly increased until 24 hpi. Bladder levels of the pro-inflammatory cytokines IL-6, CXCL1, and CCL2 followed similar patterns, with sharply increased levels at 6 hpi in previously infected mice relative to Adult Naive mice and waning of these levels by 24 hpi in Resolved, but not in Sensitized, mice. In Adult Naive mice, a gradual increase of these cytokines was observed from 6 hpi to 24 hpi (Figure 2C). Taken together, these data demonstrate that a prior UTI in C3H/HeN mice confers the ability to mount a robust early phase (first 6 hpi) inflammatory response to UPEC infection not seen in Adult Naive mice, and that this inflammation is more likely to be sustained in Sensitized mice.

**Figure 2.**
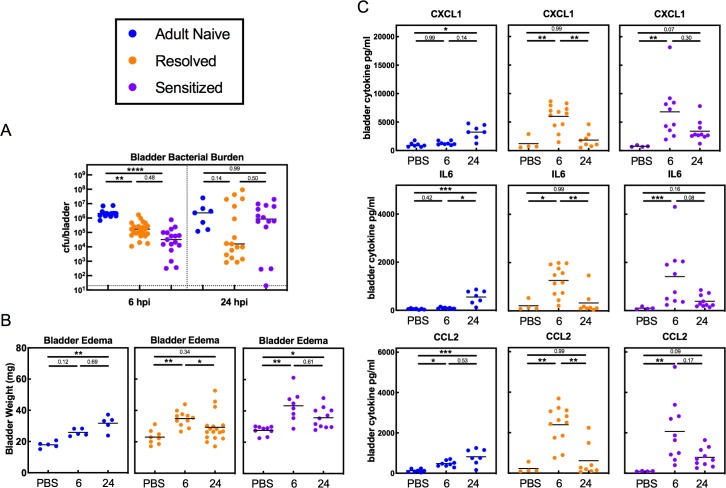
Infection history alters the course of bladder pathophysiology during recurrent UTI. C3H/HeN Resolved and Sensitized mice, and Adult Naive mice as a control, were infected with 10^8^ cfu UTI89 or PBS and sacrificed at 6 or 24 hpi. (**A**) Bladder bacterial burdens (cfu/bladder) and (**B**) bladder edema were assessed in N = 4 independent experiments. Bladder edema was assessed by measuring the wet tissue weight of bladders immediately after sacrifice. (**C**) Levels of the cytokines CXCL1, IL-6, and CCL2 were assessed by ELISA of bladder homogenate supernatants from samples shown in panel C, which were collected from N = 3 independent experiments and assayed simultaneously in duplicate. Data points represent values for each individual mouse (the ELISA values are the average of two technical replicates), bars indicate median values, negative results are plotted at the limit of detection (dotted line). Actual *P* values are indicated on the graphs if >0.05, or are represented by the following symbols: *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, Kruskal-Wallis test with Dunn’s correction for multiple comparisons. 10.7554/eLife.46677.005Figure 2—source data 1.Infection history alters the course of bladder pathophysiology during recurrent UTI.

### Isogenic mice with different infection histories show distinct bladder transcriptomic profile kinetics

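Whole-bladder RNA from 72 adult C3H/HeN mice was sequenced in 12 groups. Each of 3 infection histories was mock-infected with PBS or infected with 100000000 cfu of UTI89, a strain of uropathogenic E. coli (UPEC), and bladders were taken at 3.5, 6 or 24 hpi. Adult Naive mice had no earlier infection. Resolved mice had cleared an earlier infection by themselves, and Sensitized mice had had chronic cystitis that was ended with antibiotics. Each history had 8 mock-infected mice, 8 mice at 3.5 hpi and 3 mice at 6 hpi. At 24 hpi there were 4 Adult Naive, 5 Resolved and 6 Sensitized mice. The results and the Figure 3 legend place the harvest of mock-infected mice 3.5 h after PBS. The paper's methods and the sample labels give 24 h for the same mice.

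Libraries were made by RNAtag-seq, in which RNA of each mouse is ligated to a barcoded adapter and the barcoded RNAs are pooled, depleted of rRNA and reverse transcribed together. The authors aligned the reads to GRCm38 with bbmap, assigned them to annotated transcripts with Salmon, and deposited for each mouse an estimated read count and a TPM value for each of 47420 genes. The genes were listed by Ensembl identifier, and 22237 of them were protein-coding. Salmon divides reads that match several transcripts, so the estimated counts need not be whole numbers, and they were rounded to whole numbers here before any test. Demultiplexing, trimming, alignment and the division of shared reads are therefore already contained in the values. Among 443 pairs of mice of the same group, the lowest chi-square of the counts per degree of freedom was 1.95, so no pair of mice differed by sampling noise alone and each mouse was used as 1 replicate.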

To explore the transcriptomic signatures driving the different patterns of inflammatory responses in C3H/HeN mice with different UTI histories, we performed multiplexed, paired-end RNA-seq experiments on rRNA-depleted RNA isolated from whole bladders. 

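Total estimated counts per mouse set the precision of each group. Among mock-infected mice they ranged from 2416534 to 8847352 in Adult Naive mice (median 5050212), from 3034795 to 7553313 in Resolved mice (median 5393970) and from 2380395 to 5583494 in Sensitized mice (median 3031575). At 3.5 hpi the totals were 2556042 to 4921026 (median 3857702) in Adult Naive, 2341564 to 6691100 (median 4183326) in Resolved and 3147118 to 6643933 (median 5155830) in Sensitized mice. The 6 hpi libraries were deeper, with totals of 6837649 to 11966538 (median 8226401) in Adult Naive, 9788505 to 12843111 (median 11664948) in Resolved and 8169308 to 13155067 (median 12575246) in Sensitized mice. At 24 hpi the totals were 6076728 to 11805479 (median 9549882), 7769504 to 9565449 (median 8201281) and 7269287 to 11164187 (median 8498916) in the same order. Structural RNA genes, such as those of small nuclear, small nucleolar and ribosomal RNA, took between 19.8% and 59.2% of the counts of a mouse.

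All mock-infected and 3.5 hpi libraries formed batch 1, which was sequenced in 3 runs of 16, 12 and 20 mice. All 6 and 24 hpi libraries formed batch 2, a single run of 24 mice. The harvest dates given for batch 1 mice and for batch 2 mice do not overlap either. Every comparison of 6 or 24 hpi with mock-infected mice is therefore also a comparison of the library batches and of harvest dates, and no mouse allows these differences to be separated. At 3.5 hpi infected and mock-infected mice shared the batch, and partly the run: the Adult Naive group had 1, 4 and 3 mice in runs 1, 2 and 3 against 3, 0 and 5 mock-infected mice.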

Adult Naive, Sensitized, and Resolved mice were infected with 10^8^ cfu UTI89 or mock-infected with PBS. Differential gene expression was then determined by comparing samples obtained from Adult Naive, Sensitized and Resolved mice at 3.5, 6 and 24 hpi to bladders with the same infection history but mock-infected with PBS for 3.5 hr. 

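Differential expression was computed from the rounded counts with edgeR's quasi-likelihood test after TMM normalization and edgeR's default filter on low counts. Each fit held only the 2 groups compared, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 with no fold-change limit, the limit the paper gives. Between 15510 and 21313 genes passed the filter in the 15 comparisons of 2 groups. All adjusted p-values for genes come from this test. Differences between histories in the response to infection were tested as interactions, the change from mock in 1 history minus the change in another. Single values per mouse, such as the mean of a gene list, were compared by exact permutation tests, which were two-sided unless stated. In simulated data with 200 genes changed by a log2 fold change of 1 or 2, the test recovered 87% of them with 8 mice against 8, 62.5% with 3 against 8 and 57% with 3 against 4.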

Gene fold changes in UPEC-infected mice were calculated relative to mock-infected counterparts using normalized reads. The transcriptomic profiles displayed patterns similar to those seen in the inflammatory profiles (Figure 3A). In Adult Naive mice, the number of differentially expressed genes (DEGs) increased with time, starting low (291 genes at 3.5 hpi), increasing somewhat by 6 hpi (5309 genes), and peaking at 24 hpi (9249 genes). However, in both Resolved and Sensitized mice, the number of DEGs was relatively low at 3.5 hpi (127 and 944 genes, respectively), but peaked at 6 hpi (10872 and 10133 genes, respectively), and decreased somewhat by 24 hpi (7793 and 8252 genes, respectively; Figure 3B). 

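In Adult Naive mice the number of differentially expressed genes relative to mock-infected Adult Naive mice was 211 at 3.5 hpi (132 increased and 79 decreased, 8 mice against 8). It was 4587 at 6 hpi (2653 increased and 1934 decreased, 3 against 8) and 8163 at 24 hpi (4352 increased and 3811 decreased, 4 against 8). Of the increased genes, 25 at 3.5 hpi, 2125 at 6 hpi and 3027 at 24 hpi were higher in every infected mouse than in every mock-infected mouse. The number of genes at 6 hpi moved most with the replicate number as a block, which gave 2686 genes, and at 3.5 hpi the same block gave 120. Leaving out each 6 hpi mouse in turn gave 3754 to 4514 genes, and leaving out each 24 hpi mouse gave 7084 to 7986. The 3.5 hpi count was 193 with the sequencing run as a covariate. Compared directly within batch 2, 586 genes differed between 24 and 6 hpi, of which 431 were higher at 24 hpi (4 mice against 3). This direct count ranged from under 200 to 965 when each of the 7 mice was left out in turn.

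The change of Cxcl1, Ccl2 and Il6, whose proteins are measured in Figure 2C, ran alongside. At 3.5 hpi the log2 fold change was 1.97 for Cxcl1 (standard error 0.39, adjusted p = 0.00992) and 1.76 for Ccl2 (standard error 0.33, adjusted p = 0.00638), and Il6 had too few counts to be tested. At 6 hpi Cxcl1, Ccl2 and Il6 had log2 fold changes of 3.57, 3.78 and 4.08, and at 24 hpi of 2.73, 2.53 and 3.75, with adjusted p-values of 1.05e-05 or lower.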

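In Resolved mice 73 genes were differentially expressed at 3.5 hpi (68 increased and 5 decreased, 8 mice against 8 mock-infected Resolved mice), 10376 at 6 hpi (5561 increased and 4815 decreased, 3 against 8) and 6850 at 24 hpi (3695 increased and 3155 decreased, 5 against 8). In Sensitized mice the numbers were 805 at 3.5 hpi (586 increased and 219 decreased, 8 against 8), 9225 at 6 hpi (4742 increased and 4483 decreased, 3 against 8) and 6720 at 24 hpi (3879 increased and 2841 decreased, 6 against 8). Leaving out each infected mouse in turn gave 8364 to 9720 genes in Resolved and 7898 to 9201 in Sensitized mice at 6 hpi. At 24 hpi it gave 6198 to 6597 genes in Resolved and 5787 to 8133 in Sensitized mice, so the 6 and 24 hpi ranges did not overlap in Resolved mice but did overlap in Sensitized mice. The direct comparison within batch 2 called 5760 genes between 24 and 6 hpi in Resolved mice (5 against 3) and 141 higher and 54 lower genes in Sensitized mice (6 against 3). With all 12 adult groups in a single fit, the same comparison called 4336 genes in Sensitized mice, and the number of genes at 24 hpi relative to mock was 9982 against 9905 at 6 hpi.

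The number of genes at 3.5 hpi depended on the test. In Resolved mice it was 133 with DESeq2, 165 without a filter on low counts and 38 with the sequencing run as a covariate. In Sensitized mice the run covariate gave 519 genes. At 3.5 hpi 26 genes were called in all 3 histories, all 26 in the same direction, and 699 only in Sensitized mice. An interaction test found 356 genes whose change at 3.5 hpi differed between Sensitized and Adult Naive mice, and 2 of 60 splits of the mice gave as many, the real split included. In the other splits a difference between histories before infection can add genes, so this count is not a clean measure of chance.

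Replicate numbers are taken from the labels, and fits with the replicate number as a block were made beside those without. Mice with the same replicate number did not deviate together. Their deviations from the group means correlated at -0.0482 in Resolved and -0.0159 in Sensitized mice between 3.5 hpi and mock, against 0.00664 and 0.0024 for mice with different numbers (exact permutation p = 0.90 and 0.713 over 40320 pairings). With the block, 44, 7379 and 5580 genes were called at 3.5, 6 and 24 hpi in Resolved mice and 658, 6983 and 5541 in Sensitized mice. The genes with the largest increases at 6 and 24 hpi in all 3 histories were structural RNA genes, such as Gm24950 and Gm26444. Gm24950 had at most 1 count in any batch 1 mouse and 7382 to 36080 counts in batch 2 mice, and Gm26444 had 0 counts in batch 1 and 1793 to 13126 in batch 2.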

To obtain a global view of the interplay among infection history, infection status, and gene expression, principal component analyses (PCA) were performed. 

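Principal components were computed from rlog values of the 24 mock-infected mice over the 500 most variable genes. PC1 held 54.1% of the variance and PC2 17.1%. The separation of a pair of groups was measured as the mean distance between mice of different groups divided by the mean distance within groups, over the same 500 genes. Between Resolved and Adult Naive mice the ratio was 1.18 (8 mice each, exact one-sided permutation p = 0.0191), which is close to 1 although the groups were not interchangeable. The ratio between Sensitized and Resolved mice was 1.80 (exact one-sided permutation p = 0.000155, the smallest p that 8 against 8 allow). With sequencing run removed, the ratio between Resolved and Adult Naive mice was 1.12.

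Between mock-infected Resolved and Adult Naive mice 29 genes were differentially expressed, 22 higher and 7 lower in Resolved mice. Pigr, which encodes the polymeric immunoglobulin receptor, had a log2 fold change of 1.54 (standard error 0.29, adjusted p = 0.0256). Cxcr6 and Pde7b were higher by log2 fold changes of 1.17 and 1.11 (adjusted p = 0.00306 and 0.0178), and each of these 3 genes was higher in every Resolved mouse than in every Adult Naive mouse. Cd209b fell by 0.91 and Chst2 fell by 0.51 on the log2 scale (adjusted p = 0.0172 and 0.0377). The number of genes was 98 with DESeq2, 74 without a filter, 87 with harvest date as a covariate and 30 with the sequencing run as a covariate.

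The 8 mock-infected Adult Naive mice came from run 1 (3 mice) and run 3 (5 mice), and lay apart by run in the plot of the first 2 components. The run 1 mice had PC2 values of -9.77 to -7.64 and the run 3 mice 3.23 to 7.59.

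**Figure D1:**
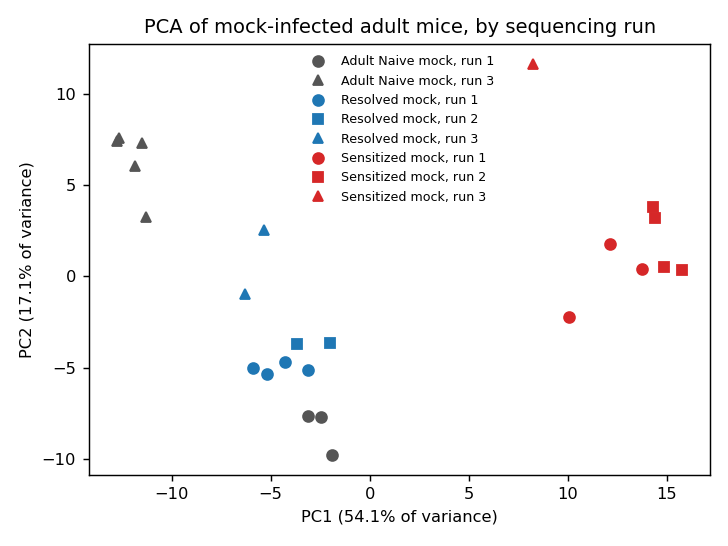
Scores of the 24 mock-infected mice on PC1 (x axis, 54.1% of variance) and PC2 (y axis, 17.1% of variance) of rlog values, with colour for infection history and marker shape for sequencing run. The 8 Sensitized mice lie at PC1 values of 8.23 to 15.8 and the Adult Naive mice separate by run along PC2.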

The PCA plot of the mock-infected mice demonstrated that Resolved mice were similar to Adult Naive mice (Figure 3C). However, Sensitized mice clustered separately, likely due in part to the presence of lymphoid follicles, similar to a previous study (O'Brien et al., 2016). 

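The 8 mock-infected Sensitized mice had PC1 values between 8.23 and 15.8 in the PCA of mock-infected mice, whereas Resolved mice lay between -6.31 and -2.0 and Adult Naive mice between -12.8 and -1.93. Sensitized mice stayed apart from both other histories with the distance ratio at 1.80 against each (exact one-sided permutation p = 0.000155, BH-adjusted 0.000233 over 3 comparisons). The ratio was 1.57 against Resolved mice over the 2000 most variable genes and 2.03 with sequencing run removed.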

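Between mock-infected Sensitized and mock-infected Resolved mice (8 each), 838 of 15510 tested genes were differentially expressed, 525 higher and 313 lower in Sensitized mice. Of these, 166 were higher and 59 lower in every Sensitized mouse than in every Resolved mouse. The number was 1034 with DESeq2, 1109 without a filter on low counts, 1112 with the sequencing run as a covariate and 646 with all 12 adult groups in a single fit. With the replicate number as a block it was 785, although mice with the same number did not deviate together (correlation of deviations 0.0072 against -0.000534 for different numbers, exact permutation p = 0.375 over 40320 pairings).

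The largest increases were in immunoglobulin gene segments. Ighj3 had a log2 fold change of 6.71 (standard error 0.67, adjusted p = 1.24e-07), Igkv16-104 of 6.57 (standard error 0.48, adjusted p = 5.67e-10) and Igkj1 of 6.43 (standard error 0.57, adjusted p = 1.76e-08). These segments belong to multigene families, so reads may have been divided among similar members. The B cell genes Cd79a and Ms4a1 rose by 2.95 and 1.17 (adjusted p = 5.74e-06 and 1.67e-05), and Cr2 had a log2 fold change of 0.26 that did not pass (adjusted p = 0.267). The largest decreases were in the small nucleolar RNA genes AF357425, Gm23650 and Snord99, which fell by 2.78, 2.77 and 2.55 on the log2 scale. Krt20, a marker of superficial urothelial cells, fell by 0.60 (standard error 0.083, adjusted p = 2.09e-05). Sensitized and Adult Naive mock-infected mice differed in 1671 genes, or in 862 with the sequencing run as a covariate.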

The number of genes that were differentially expressed between the mock-infected Sensitized vs. Resolved groups (1019 genes) was similar to the number found in a previous study (992 genes) (O'Brien et al., 2016), with 357 of the differentially expressed genes and 98 of the 139 enriched pathways being the same between studies (Figure 3—figure supplement 1). 

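In a PCA of rlog values of all 72 adult mice over the 500 most variable genes, PC1 held 80.5% of the variance and PC2 7.99%. The 24 mock-infected and 24 infected mice at 3.5 hpi had PC1 values from -31.2 to -20.2, and the 24 mice at 6 or 24 hpi had values from 43.4 to 64.5. On PC1 the 6 hpi means were 44.0 ± 0.582 (SD, n = 3) in Adult Naive, 45.5 ± 1.80 (SD, n = 3) in Resolved and 47.6 ± 1.77 (SD, n = 3) in Sensitized mice. The 24 hpi means were 49.7 ± 5.15 (SD, n = 4), 50.3 ± 3.15 (SD, n = 5) and 54.2 ± 7.52 (SD, n = 6) in the same order. The 2 sides of PC1 are also library batch 1 and batch 2, without an exception among the 72 mice. Within batch 1, 3.5 hpi and mock-infected mice overlapped on PC1 in every history. With batch number removed from the rlog values, PC1 held 38.5% of the variance and PC2 15.7%. The paper states that batch number entered its PCA as a variable, without saying how, so the steps may differ. A set of 151 genes had at most 1 count in all 48 batch 1 mice and at least 1 CPM (counts scaled to the same total in every mouse) in all 24 batch 2 mice.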

Combining all the experimental groups in one PCA shows that the mice infected for 6 or 24 hr clustered separately from mice infected for 3.5 hr or mock-infected on the PC1 axis, regardless of infection history. This clustering is likely driven by infiltration of immune cells into the bladder tissue between 3.5 and 6 hpi in all mice. In contrast, Sensitized mice clustered separately from Resolved and Adult Naive mice on the PC2 axis, irrespective of time point (Figure 3D).

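The paper proposes infiltration of immune cells as the driver of this separation. A neutrophil marker score, the mean log2 CPM of S100a8, S100a9, Csf3r, Cxcr2, Ly6g, Mmp8 and Trem1, was compared with that of mock-infected mice of the same history. In Adult Naive mice it did not differ at 3.5 hpi (difference 0.0066, exact permutation p = 0.956), and was higher by 2.25 at 6 hpi (exact permutation p = 0.00606) and by 2.39 at 24 hpi (exact permutation p = 0.00202). In Resolved mice the difference was 0.78 at 3.5 hpi (exact permutation p = 0.0333, 3 of 8 mice above all mock-infected mice), 4.31 at 6 hpi and 1.90 at 24 hpi. Sensitized mice already differed by 2.40 at 3.5 hpi (exact permutation p = 0.000311, 7 of 8 mice above all mock-infected mice), and by 4.42 at 6 hpi and 3.50 at 24 hpi. At 6 and 24 hpi every infected mouse of every history was above all mock-infected mice of its history, and each exact p was the smallest its group sizes allow (0.00606 with 3 against 8 mice). All Sensitized mice at 3.5 hpi except replicate 3 scored 3.13 to 5.41, above the 2.48 to 3.00 of Resolved mice at 24 hpi. On PC1, Sensitized mice at 3.5 hpi nevertheless lay at -24.8 to -21.5, and Resolved mice at 24 hpi at 46.0 to 54.2. This argues against neutrophil infiltration alone as the driver of the separation. Other immune cells are not covered by the score.

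Within sequencing runs, the difference at 3.5 hpi in Sensitized mice was 2.66 in run 1 (4 against 3 mice) and 1.87 in run 3 (4 against 1). In Resolved mice it was 1.56, 0.531 and 0.912 in runs 1, 2 and 3. The direction in Adult Naive mice at 3.5 hpi was not fixed, at -0.223 in run 1 and 0.15 in run 3. At 6 and 24 hpi batch and infection cannot be told apart within these mice. As single genes at 6 hpi, S100a8 rose by log2 fold changes of 4.45 in Adult Naive, 6.15 in Resolved and 6.86 in Sensitized mice (adjusted p = 5.20e-05, 6.13e-15 and 1.61e-10).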

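On PC2 of the PCA of all adult mice, mock-infected Sensitized mice had a mean of 13.8 ± 1.83 (SD, n = 8), against -6.06 ± 1.83 (SD, n = 8) in Resolved and -7.75 ± 1.69 (SD, n = 8) in Adult Naive mice. At 6 hpi the Sensitized mean was 15.8 ± 1.72 (SD, n = 3) and at 24 hpi 15.4 ± 4.07 (SD, n = 6), whereas all Resolved and Adult Naive mice at these times were between -13.9 and -6.03. At 3.5 hpi the Sensitized mean was 13.6 ± 8.15 (SD, n = 8), and 1 of the 8 mice, replicate 3, had a PC2 value of -6.07 and lay among the Resolved and Adult Naive mice. Its total count of 3147118 was the lowest of its group.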

**Figure 3.**
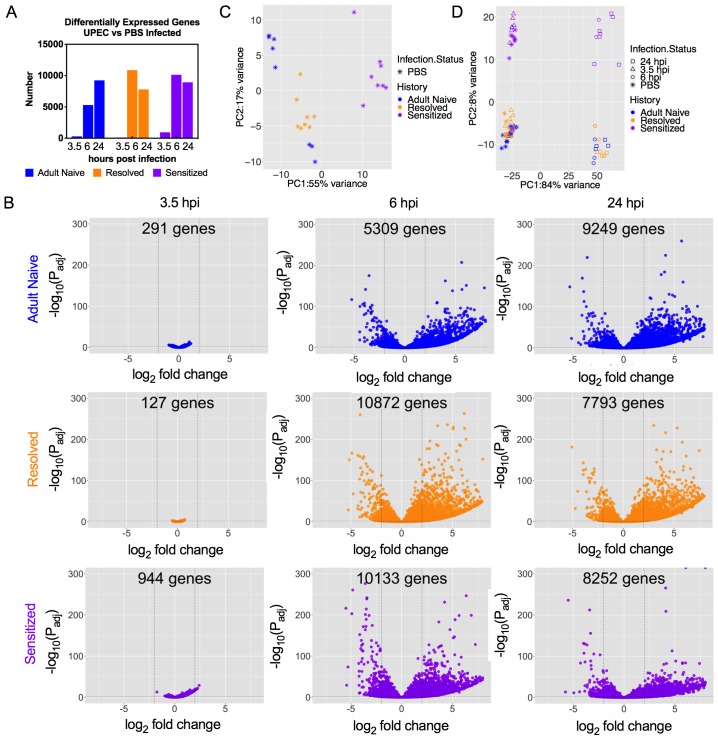
Isogenic mice with different infection histories showed distinct bladder transcriptomic profile kinetics. C3H/HeN Resolved and Sensitized mice, and Adult Naive mice as a control, were infected with 10^8^ cfu UTI89 or mock-infected with PBS. RNA was isolated from whole bladders obtained from mice at 3.5, 6, or 24 hpi (eight mice per group for mock-infected and 3.5 hpi; three mice per group at 6 hpi; at 24 hpi, 4 Adult Naive, 5 Resolved, 6 Sensitized) in N = 4 independent infection experiments and grouped into N = 2 independent sequencing experiments. All mock-infected bladders were harvested at 3.5 hpi for baseline controls. (**A**) The number of significantly differentially expressed genes at each time point compared to mock-infected mice with the same infection history. (**B**) Volcano plot of statistically significantly differentially expressed genes (DEGs) of Adult Naive, Resolved, and Sensitized mice (infected vs. mock-infected); the number of DEGs is denoted on each graph. (**C**) Principal component analysis (PCA) of gene expression in mock-infected mice. See also Figure 3—figure supplement 1. (**D**) PCA of gene expression in all mouse groups at all time points, with shapes indicating different time points post-infection. Each dot represents the transcriptomic profile of a mouse. The PC1 and PC2 axis labels in **C**) and **D**) represent principal components 1 and 2, respectively, followed by the percentage of variance they account for. 10.7554/eLife.46677.008Figure 3—source data 1.Isogenic mice with different infection histories showed distinct bladder transcriptomic profile kinetics.

**Figure 3—figure supplement 1.**
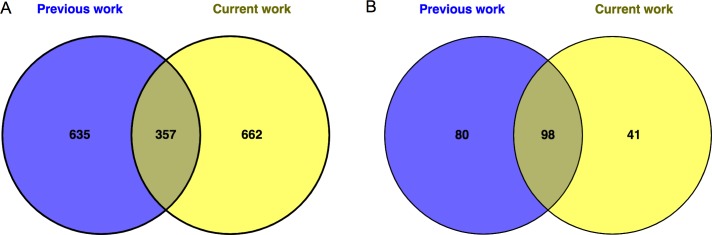
Comparison of current RNA-seq analysis to prior similar work. A previous study performed RNA-seq of whole bladders of Sensitized vs. Resolved mice during convalescence (after antibiotics but prior to challenge infection) (O'Brien et al., 2016). Here we compared the number of significantly differentially expressed genes from that study (‘Previous work’) to the number of significantly differentially expressed genes between Sensitized vs. Resolved mice after a mock infection (bladders harvested 3.5 hr after PBS inoculation) in the present study (‘Current work’). The overlap between (**A**) significantly differentially expressed genes and (**B**) enriched pathways is shown.

### TNFα receptor pathway activation dynamics correlate with host susceptibility to recurrent cystitis

Pathway analysis of the biological processes represented by the DEGs showed that in all mouse groups (Adult Naive, Resolved, and Sensitized) across all time points of infection, 13 or more of the top 20 most pathways enriched in UPEC-infected versus mock-infected bladders were directly related to inflammation and immunity, including immune cell development and recruitment, cytokine expression and pattern recognition receptor signaling (Supplementary file 1). 

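Pathway enrichment in the paper was computed with Ingenuity Pathway Analysis from genes changed at least 2-fold, and was not repeated here because it needs that program's own gene sets. The input it draws on can be counted: genes with an adjusted p under 0.05 and a 2-fold change numbered 68, 2334 and 3221 at 3.5, 6 and 24 hpi in Adult Naive mice. They numbered 40, 3591 and 2547 in Resolved and 234, 3517 and 2960 in Sensitized mice. In Supplementary file 1 the paper's lists held 30, 142 and 190 pathways for Adult Naive mice, 211 and 178 for Resolved mice at 6 and 24 hpi, and 146, 237 and 235 for Sensitized mice. No list for Resolved mice at 3.5 hpi was used here.

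Cytokine genes of immune cell recruitment rose in all 3 histories at 3.5 and 6 hpi. Cxcl1 rose by a log2 fold change of 1.97 in Adult Naive, 3.57 in Resolved and 5.04 in Sensitized mice at 3.5 hpi (adjusted p = 0.00992, 0.00432 and 8.60e-07), and Ccl2 by 1.76, 3.19 and 4.06 (adjusted p = 0.00638, 0.00668 and 8.99e-07). At 6 hpi Il6 rose by 4.08 in Adult Naive, 6.16 in Resolved and 4.96 in Sensitized mice (adjusted p = 1.05e-05, 7.29e-15 and 1.47e-08). At 24 hpi Cxcl1 was back at its mock level in Resolved mice (log2 fold change 0.02, adjusted p = 0.962), and stayed higher by 2.73 in Adult Naive and 2.82 in Sensitized mice (adjusted p = 4.96e-06 and 3.41e-04).

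The paper's list for Adult Naive mice at 6 hpi is led by acute phase response signaling and LXR/RXR activation, and both hold plasma protein genes made by the liver. Albumin (Alb) was read in single mice of batch 2. In CPM it was 25.8, 41.7 and 129 in the 3 Adult Naive mice at 6 hpi, 231, 112 and 5.75 in the 3 Sensitized mice at 6 hpi and 0.463 to 142 in the 6 Sensitized mice at 24 hpi.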

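The paper's lists rank TNFR1 and TNFR2 signaling 16 and 15 among 30 pathways for Adult Naive mice at 3.5 hpi, 39 and 14 among 211 for Resolved mice at 6 hpi, and 36 and 27 among 146 for Sensitized mice at 3.5 hpi, counted in the order of the lists in Supplementary file 1. Neither pathway is in the list for Resolved mice at 24 hpi. The genes behind these pathways were read from the counts.

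Tnfaip3 (ENSMUSG00000019850, chromosome 10 from 19000910 to 19015657 of GRCm38) rose at 3.5 hpi by a log2 fold change of 1.70 in Adult Naive (standard error 0.25, adjusted p = 8.95e-04), 3.26 in Resolved (standard error 0.42, adjusted p = 0.00137) and 3.76 in Sensitized mice (standard error 0.32, adjusted p = 5.49e-07). At 6 hpi its log2 fold change was 2.53, 4.26 and 2.79 in the same order, and at 24 hpi 1.86, 0.64 and 2.77. Birc3 (ENSMUSG00000032000, chromosome 9 from 7848699 to 7873186) rose by 0.53, 1.35 and 1.81 at 3.5 hpi and by 1.77, 2.82 and 1.96 at 6 hpi, and all 6 adjusted p-values were under 0.05. Nfkb2 (ENSMUSG00000025225, chromosome 19 from 46304320 to 46312385) had log2 fold changes of 1.80, 2.71 and 2.50 at 6 hpi (adjusted p = 1.49e-06, 4.88e-12 and 2.71e-10). Traf1 did not change in Adult Naive mice at 3.5 hpi (log2 fold change -0.01, adjusted p = 0.991) and rose by 0.81, 1.61 and 1.36 at 6 hpi.

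Map4k2, which is in the TNFR1 list of Supplementary file 2, is listed under 2 identifiers in the files. The first (ENSMUSG00000024948, chromosome 19 from 6341135 to 6355615) fell by 0.96 in Adult Naive, 0.91 in Resolved and 1.09 in Sensitized mice at 6 hpi on the log2 scale. The second (ENSMUSG00000106850) rose by log2 fold changes of 8.66, 8.93 and 8.67, from 0 CPM in all batch 1 mice. The sum of both was 15.1 ± 3.60 CPM (SD, n = 8) in mock-infected Adult Naive mice and 16.5 ± 2.31 (SD, n = 3) at 6 hpi. Reads of near-identical copies can be split between such entries, so the change of either entry alone is uncertain.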

TNFɑ receptor 1 (TNFR1) and TNFɑ receptor 2 (TNFR2) signaling pathways were among the most highly upregulated pathways as determined by z-score during at least one time point for each mouse group (Supplementary files 1 and 2). TNFɑ is a cytokine involved in systemic inflammation, cell proliferation, and cell death. Notably, TNFɑ has been shown to be upregulated in C57BL/6 and CBA mice two hours after bladder infection (Chan et al., 2013; Duell et al., 2012), demonstrating that this response is not unique to C3H/HeN mice. Hierarchical clustering of the relative expression of genes known to be upregulated by TNFɑ signaling demonstrated the following patterns (Figure 4): all mock-infected mice (whether Adult Naive, Resolved, or Sensitized) clustered together (Figure 4A). 

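The 23 genes of the Figure 4A heatmaps were clustered from rlog values, scaled per gene, with complete linkage and the tree divided into 2 clusters, separately for each time point and always with all 24 mock-infected mice. All 24 mock-infected mice fell in the same cluster at each of the 3 time points, and average linkage, Ward linkage and log2 CPM in place of rlog values gave the same. The paper names hierarchical clustering without a linkage. A TNF score, the mean over the 23 genes of log2 CPM, was 3.09 ± 0.14 (SD, n = 8) in mock-infected Adult Naive, 3.17 ± 0.12 (SD, n = 8) in Resolved and 3.29 ± 0.18 (SD, n = 8) in Sensitized mice. The range over the 24 mice was 2.90 to 3.58. The Figure 4 legend calls the 23 genes up-regulated and lists down-regulated genes separately. The list may thus have been chosen for a rise in these same mice. Clustering apart from mock, a higher score or a count of genes above mock is then not independent evidence of activation.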

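At 3.5 hpi 0 of 8 Adult Naive, 3 of 8 Resolved (replicates 3, 6 and 8) and 7 of 8 Sensitized mice fell outside the cluster of mock-infected mice, under complete, average and Ward linkage. The TNF score was 3.47 ± 0.18 (SD, n = 8) in Adult Naive, 3.80 ± 0.45 (SD, n = 8) in Resolved and 4.42 ± 0.51 (SD, n = 8) in Sensitized mice. Each was above the score of mock-infected mice of the same history, by 0.38 in Adult Naive (5 of 8 mice above all mock-infected mice), 0.63 in Resolved (7 of 8) and 1.12 in Sensitized mice (7 of 8). The exact permutation p-values were 0.000622, 0.000622 and 0.000466, or 0.00233 each after BH adjustment over 18 comparisons of the score. The score was higher in Sensitized than in Resolved mice by 0.62 (exact permutation p = 0.0241, BH-adjusted 0.0334) and than in Adult Naive mice by 0.95 (exact permutation p = 0.000777, BH-adjusted 0.00233). Resolved and Adult Naive mice differed by 0.33 (exact permutation p = 0.0807, BH-adjusted 0.104). On log2(TPM + 1) values the difference of Sensitized and Resolved mice was 0.30 and no longer passed 0.05.

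Within sequencing runs the rise over mock was 0.483 and 0.486 in runs 1 and 3 in Adult Naive mice, 1.03, 0.449 and 0.547 in runs 1, 2 and 3 in Resolved mice, and 1.26 and 0.865 in runs 1 and 3 in Sensitized mice. Within each of the 2 harvest dates Sensitized mice were above Resolved mice, by 0.717 (2 against 5 mice) and 0.399 (6 against 3). Tnfaip3 had the largest difference of the 23 genes in all 3 histories at 3.5 hpi, at 1.47, 2.82 and 3.56 log2 CPM.

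**Figure D2:**
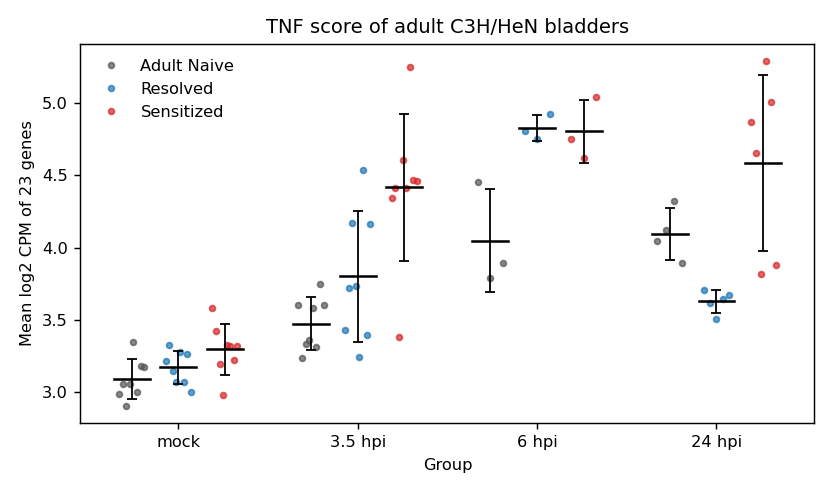
TNF score (y axis, mean log2 CPM of the 23 genes of Figure 4A) of each mouse by time point (x axis) and infection history (colour), with black lines for the group mean and bars for 1 SD. Mock-infected mice lie between 2.90 and 3.58, Sensitized mice are highest at 3.5 hpi, and at 24 hpi the 5 Resolved mice lie below all Adult Naive and Sensitized mice.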

At 3.5 hpi, 3 of 8 Resolved and 7 of 8 Sensitized mice infected with UPEC had evidence of TNFɑ pathway activation, clustering separately from mock-infected controls and from UPEC-infected Adult Naive mice. 

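At 6 hpi 3 of 3 Resolved, 3 of 3 Sensitized and 1 of 3 Adult Naive mice (replicate 1) fell outside the cluster of mock-infected mice. The TNF score was 4.83 ± 0.092 (SD, n = 3) in Resolved, 4.81 ± 0.22 (SD, n = 3) in Sensitized and 4.05 ± 0.36 (SD, n = 3) in Adult Naive mice. It was above mock by 1.66, 1.51 and 0.96, with all 3 mice of each history above all their mock-infected mice (exact permutation p = 0.00606, the smallest that 3 against 8 allow). Between histories 3 mice against 3 cannot give an exact p under 0.1. The 3 Resolved and the 3 Sensitized mice were all above the 3 Adult Naive mice, by 0.78 and 0.76 (exact permutation p = 0.1 each), and Resolved and Sensitized mice did not differ (difference of Sensitized from Resolved -0.02, exact permutation p = 0.9). All Adult Naive and Resolved mice at 6 hpi were harvested on the same date, so the difference of 0.782 between them lies within 1 harvest date. Of the 23 genes, 23 in Adult Naive, 21 in Resolved and 23 in Sensitized mice had a higher mean at 6 hpi than in mock-infected mice. The comparison with mock-infected mice also crosses the library batches.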

At 6 hpi, all Resolved (3 out of 3) and Sensitized (3 out of 3) mice, but only 1 out of 3 Adult Naive mice, infected with UPEC had evidence of strong TNFɑ pathway activation, clustering apart (far left side of dendrogram) from both mock-infected mice and the remaining UPEC-infected Adult Naive mice, of which the latter were intermediate in activation status (to the left of the mock-infected mice). 

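At 24 hpi 4 of 6 Sensitized mice (replicates 1, 2, 4 and 5) and 0 of 4 Adult Naive and 0 of 5 Resolved mice fell outside the cluster of mock-infected mice, with the same numbers under all 4 settings of the clustering. The TNF score was 4.59 ± 0.61 (SD, n = 6) in Sensitized, 4.09 ± 0.18 (SD, n = 4) in Adult Naive and 3.63 ± 0.078 (SD, n = 5) in Resolved mice. All 3 groups are from batch 2. Sensitized mice were above Resolved mice by 0.96 (6 of 6 mice above all Resolved mice, exact permutation p = 0.0152, BH-adjusted 0.0227). The difference of Sensitized from Adult Naive mice was 0.49 and did not pass (exact permutation p = 0.162), with 4 Sensitized mice above and 2 below all Adult Naive mice. Within the harvest date that 3 Sensitized and 2 Resolved mice shared, the difference was 1.07.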

At 24 hpi, strong TNFɑ signaling (far left clustering on the dendrogram) was present in 4 of 6 UPEC-infected Sensitized mice, but not in any Adult Naive or Resolved mice. Nonetheless, the remaining UPEC-infected Adult Naive and Sensitized mice had varying levels of activation at 24 hpi that clearly set them apart from both mock-infected controls and UPEC-infected Resolved mice, neither of which showed evidence of TNFR pathway activation at 24 hpi (Supplementary file 2). 

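Relative to mock-infected mice of the same history, the TNF score at 24 hpi was higher by 1.01 in Adult Naive mice (4 of 4 mice above all mock-infected mice, exact permutation p = 0.00202) and by 1.29 in Sensitized mice (6 of 6, exact permutation p = 0.000333). The 2 Sensitized mice inside the cluster of mock-infected mice are part of this range, whose lowest value was 3.82 against 3.58 in the highest mock-infected Sensitized mouse. In Resolved mice the score was higher by 0.46 (5 of 5 mice above all mock-infected mice, exact permutation p = 0.000777, the smallest that 5 against 8 allow, BH-adjusted 0.00233). On log2(TPM + 1) values this last difference was 0.20 (exact permutation p = 0.0816). Resolved mice were below all Adult Naive mice at 24 hpi by a mean difference of -0.47 (exact permutation p = 0.00794, BH-adjusted 0.0130). Within the 2 harvest dates that both groups shared, this difference was -0.665 (2 against 1 mice) and -0.284 (3 against 1). Of the 23 genes, 16 had a higher mean in Resolved mice at 24 hpi than in mock-infected mice, against 21 in Adult Naive and 23 in Sensitized mice.

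As single genes in Resolved mice at 24 hpi, Birc3 and Nfkb2 had log2 fold changes of 0.96 and 0.93 (adjusted p = 1.22e-06 and 4.10e-05) and Tnfaip3 of 0.64 (adjusted p = 0.00608). In Sensitized mice the same genes changed by 1.74, 2.02 and 2.77 (adjusted p = 6.49e-06, 7.03e-06 and 4.36e-05). Each of these comparisons with mock-infected mice crosses the library batches, whereas the comparisons between histories at 24 hpi do not.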

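At 6 hpi 7431 genes were differentially expressed relative to mock in both Resolved and Sensitized mice (3 against 8 mice each), and 7417 of them changed in the same direction. A further 2945 genes passed only in Resolved and 1794 only in Sensitized mice. Across the 17427 genes tested in both, the log2 fold changes correlated at r = 0.963. This is a correlation across genes, which are not independent replicates, and any difference between the library batches enters both sides of it. Among genes changed at least 2-fold, 2550 were shared and all 2550 had the same direction, with 1041 only in Resolved and 967 only in Sensitized mice. At 3.5 hpi, within batch 1, 57 genes were shared by the 73 of Resolved and the 805 of Sensitized mice, and the correlation across 15711 genes was 0.559.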

Pathway activation patterns were very similar between Resolved and Sensitized mice at 6 hpi. However, among the 100 most significantly enriched pathways at 24 hpi (Supplementary file 1), Resolved and Sensitized mice each possessed 37 pathways that were unique to their respective groups. 

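At 24 hpi 4572 genes were differentially expressed in both Resolved and Sensitized mice, 4560 of them in the same direction, with 2278 only in Resolved mice (5 against 8) and 2148 only in Sensitized mice (6 against 8). Among genes changed at least 2-fold, the input of the paper's pathway analysis, 1873 were shared, 674 passed only in Resolved and 1087 only in Sensitized mice. Across 17582 genes the log2 fold changes correlated at r = 0.946, which is a correlation across genes and includes the difference between library batches. Tested as an interaction, 200 genes changed differently from mock to 24 hpi in Sensitized and Resolved mice, 169 of them more in Sensitized mice. This number ranged from 21 to 1453 when each of the 11 infected mice was left out in turn. In the 100 leading pathways of the paper's lists in Supplementary file 1, 37 pathways were unique to Resolved and 37 to Sensitized mice.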

Pathways unique to Sensitized mice were predominantly related to inflammation, whereas pathways unique to Resolved mice were related to a broader number of functions, such as cell growth and neuron ontogeny, but many of these signals were not strong enough to be assigned a z-score. Nevertheless, some pathways unique to Resolved mice are known to have anti-inflammatory effects, such as signaling pathways associated with derivatives of the omega-3-fatty acid docosahexaenoic acid (DHA), which can lead to production of factors such as resolvins that facilitate the resolution of inflammation (Serhan, 2014).

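Genes that the paper's Supplementary file 1 lists for DHA signaling in Resolved mice at 24 hpi were read in both histories. Alox15, which encodes a lipoxygenase, rose relative to mock by a log2 fold change of 2.95 in Resolved mice (standard error 0.43, adjusted p = 1.10e-05) and by 2.55 in Sensitized mice (standard error 0.44, adjusted p = 1.80e-04). In both histories it was higher in every infected mouse than in every mock-infected mouse. Il1b rose by 1.76 in Resolved mice (standard error 0.24, adjusted p = 4.13e-06) and by 4.62 in Sensitized mice (standard error 0.57, adjusted p = 5.86e-06). The phosphoinositide 3-kinase genes Pik3cd and Pik3r6 rose by 1.70 and 1.16 in Resolved mice (adjusted p = 6.85e-10 and 0.00803) and by 1.96 and 1.88 in Sensitized mice (adjusted p = 3.84e-07 and 1.48e-05). Pik3r3 had a log2 fold change of 0.32 in Resolved mice (adjusted p = 0.0138) and 0.14 in Sensitized mice (adjusted p = 0.575). Irs1 did not pass in either history (log2 fold change -0.09 and -0.27). Pik3r2 fell by 1.00 in Resolved mice and fell by 1.35 in Sensitized mice on the log2 scale, but its reads were divided with a second entry of the same symbol (ENSMUSG00000111826) that was read in batch 2 only. The sum of both entries had a log2 ratio of -0.32 between batch 2 and batch 1 mice.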

**Figure 4.**
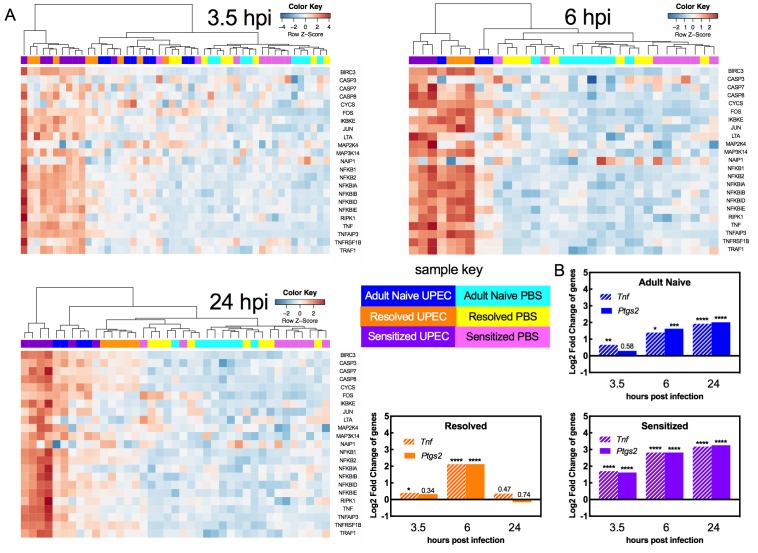
TNFα receptor pathway activation dynamics correlate with host susceptibility to recurrent cystitis. Pathway enrichment analysis and specific gene analysis was performed on the whole bladder RNA-seq data shown in Figure 3. (**A**) Heatmaps of expression of up-regulated genes in TNFα signaling pathways from Adult Naive, Resolved, and Sensitized mice at indicated time points. The dendrogram at the top of each heat map was produced by hierarchical clustering of gene expression. The same 3.5 hpi mock-infected controls are included as baseline controls for each heatmap. Specific fold changes and down-regulated genes are listed in Supplementary file 2. (**B**) Gene expression fold change of *Tnf* (encodes TNFα) and *Ptgs2* (encodes COX-2) in infected Adult Naive, Resolved, and Sensitized mice at indicated time points relative to mock-infected controls. Gene fold changes were estimated based on normalized counts using a shrinkage estimation model by DESeq2. Actual *P* values are indicated on the graphs if >0.05, or are represented by the following symbols: *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, Wald test, multiple comparison errors were corrected by Benjamini-Hochberg false-discovery rate correction. See also Supplementary files 1 and 2. 10.7554/eLife.46677.010Figure 4—source data 1.TNFα receptor pathway activation dynamics correlate with host susceptibility to recurrent cystitis.

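Tnf (ENSMUSG00000024401) lies on chromosome 17 of GRCm38 from 35199381 to 35202007 on the minus strand, and Ptgs2 (ENSMUSG00000032487) on chromosome 1 from 150100031 to 150108227 on the plus strand. Both were read at low depth in mock-infected bladders, with 2 to 19 counts of Tnf and 7 to 75 counts of Ptgs2 per mouse. In log2 CPM, Tnf was 0.35 ± 0.58 (SD, n = 8) in mock-infected Adult Naive, 0.71 ± 0.22 (SD, n = 8) in Resolved and 0.97 ± 0.52 (SD, n = 8) in Sensitized mice. Ptgs2 was 2.22 ± 0.86 (SD, n = 8), 2.82 ± 0.53 (SD, n = 8) and 2.47 ± 0.54 (SD, n = 8) in the same order.

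The log2 fold change of Tnf relative to mock was 1.62 at 6 hpi in Adult Naive mice (standard error 0.46, adjusted p = 0.0173) and 2.02 at 24 hpi (standard error 0.34, adjusted p = 9.96e-05). In Resolved mice it was 2.20 at 6 hpi (standard error 0.21, adjusted p = 5.85e-08) and 0.36 at 24 hpi (standard error 0.24, adjusted p = 0.269). In Sensitized mice it was 3.33 at 3.5 hpi (standard error 0.37, adjusted p = 9.91e-06), 2.91 at 6 hpi (standard error 0.26, adjusted p = 4.18e-08) and 3.03 at 24 hpi (standard error 0.47, adjusted p = 6.28e-05). At 3.5 hpi in Adult Naive and Resolved mice the filter on low counts left Tnf out of the test. Exact permutation tests of log2 CPM, chosen after that was seen, gave a difference from mock of 1.19 in Adult Naive mice (7 of 8 mice above all mock-infected mice, exact permutation p = 0.00357) and 1.80 in Resolved mice (7 of 8, exact permutation p = 0.0131). After BH adjustment over the 18 tests of Tnf and Ptgs2 these were 0.00919 and 0.0181. In Resolved mice at 24 hpi, where edgeR's test did not pass, the exact test gave a difference of 0.307 from mock. There 2 of 5 mice were above all mock-infected mice (exact permutation p = 0.02875, BH-adjusted 0.0345), and the comparison crosses the library batches.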

We also specifically analyzed the gene expression pattern of TNFɑ, along with cyclooxygenase-2 (COX-2, encoded by the *Ptgs2* gene), an enzyme critical in mediating urothelial inflammation during severe acute and recurrent cystitis (Hannan et al., 2014; O'Brien et al., 2016). The dynamics of *Ptgs2* expression closely mirrored that of *Tnf* expression and differed with infection history (Figure 4B). 

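Across the 8 mice of each history at 3.5 hpi, the correlation of the log2 CPM of Tnf and Ptgs2 was computed, all within library batch 1. In Resolved mice Pearson's r was 0.786 (exact permutation p = 0.0203, BH-adjusted 0.0555 over 3 histories) and Spearman's rho was 0.881 (exact permutation p = 0.00724, BH-adjusted 0.0217). Without the 2 mice farthest from the median of Tnf, r was 0.927. In Sensitized mice r was 0.813 (exact permutation p = 0.0370, BH-adjusted 0.0555) and rho 0.452 (exact permutation p = 0.267, BH-adjusted 0.360). Without the 2 farthest Sensitized mice r was -0.29, so that the relation rests on those mice. In Adult Naive mice r was -0.752 (exact permutation p = 0.0707) and rho -0.381 (exact permutation p = 0.360), and without the 2 farthest mice r was 0.04. Sequencing runs held between 1 and 5 mice of a history at 3.5 hpi, too few to repeat the correlation within a run. Groups at 6 and 24 hpi held 3 to 6 mice and were not tested.

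Between groups, the highest mean Ptgs2 was in Resolved mice at 6 hpi (7.16 ± 0.60 log2 CPM, SD, n = 3), and the highest mean Tnf was in Sensitized mice at 3.5 hpi (4.03 ± 1.05, SD, n = 8).

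**Figure D3:**
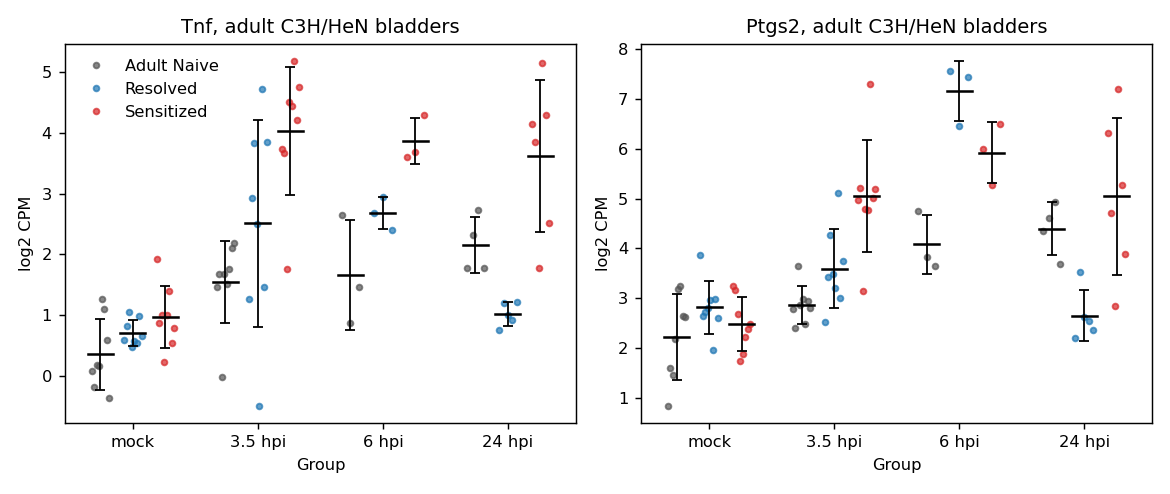
Expression of Tnf and Ptgs2 (y axes, log2 CPM) of each mouse by time point (x axis) and infection history (colour), with black lines for the group mean and bars for 1 SD. In Resolved mice Ptgs2 peaks at 6 hpi, whereas mean Tnf is similar at 3.5 hpi (2.51 ± 1.70, SD, n = 8) and 6 hpi (2.68 ± 0.27, SD, n = 3). Both genes return towards mock at 24 hpi in Resolved mice, and in Sensitized mice both are raised from 3.5 to 24 hpi.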

At 3.5 hpi, *Ptgs2* expression relative to mock-infected controls was significantly increased only in Sensitized mice. 

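At 3.5 hpi the log2 fold change of Ptgs2 relative to mock was 2.91 in Sensitized mice (standard error 0.45, adjusted p = 3.67e-04), with 7 of 8 infected mice above all mock-infected mice. It was 0.99 in Resolved mice (standard error 0.30, adjusted p = 0.216) and 0.57 in Adult Naive mice (standard error 0.29, adjusted p = 0.495). An interaction test gave a difference of 2.34 between the changes in Sensitized and Adult Naive mice (standard error 0.62, adjusted p = 0.0363). The same test for Tnf gave 1.87 (standard error 0.59, adjusted p = 0.0934). Per mouse, Ptgs2 at 3.5 hpi had 28 to 988 counts in Sensitized, 13 to 150 in Resolved and 12 to 37 in Adult Naive mice. In exact permutation tests of the single gene, the difference of Ptgs2 from mock was 2.58 in Sensitized (exact permutation p = 0.000466), 0.77 in Resolved (exact permutation p = 0.0348, BH-adjusted 0.0392) and 0.64 in Adult Naive mice (exact permutation p = 0.0741). With DESeq2's shrunken fold changes, the estimate that the Figure 4 legend names, the log2 fold change in Sensitized mice was 1.61.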

At 6 hpi, Adult Naive, Resolved, and Sensitized mice all showed evidence of bladder *Ptgs2* expression. 

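At 6 hpi Ptgs2 rose relative to mock by a log2 fold change of 1.86 in Adult Naive (standard error 0.38, adjusted p = 0.00181), 4.45 in Resolved (standard error 0.22, adjusted p = 1.99e-12) and 3.41 in Sensitized mice (standard error 0.25, adjusted p = 2.65e-09). All 3 mice of each history were above all 8 mock-infected mice. Counts of Ptgs2 per mouse were 96 to 224 in Adult Naive, 1104 to 2537 in Resolved and 590 to 836 in Sensitized mice. The rise was larger in Resolved than in Adult Naive mice by 2.56 (interaction, standard error 0.49, adjusted p = 0.00497). Between Sensitized and Adult Naive mice the difference of 1.56 did not pass (standard error 0.51, adjusted p = 0.0599). With each 6 hpi mouse left out in turn, the log2 fold change of Ptgs2 ranged from 1.43 to 2.06 in Adult Naive, from 4.25 to 4.72 in Resolved and from 3.08 to 3.68 in Sensitized mice. The interactions are free of an additive difference between the batches, which the changes from mock are not.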

At 24 hpi *Ptgs2* expression was further increased in Adult Naive mice and was sustained in Sensitized mice but fell to mock-infected levels in Resolved mice (Figure 4B). Thus, a robust early phase (first six hpi) TNFɑ signaling response is observed in C3H/HeN mice with a prior bladder infection, whether chronic (Sensitized) or self-limiting (Resolved). However, among previously infected mice (Sensitized and Resolved), TNFɑ signaling is sustained through 24 hpi only in Sensitized mice, who also experience high expression of bladder *Ptgs2*, which is known to mediate mucosal immune damage to the urothelium and precipitate severe chronic and recurrent cystitis (Hannan et al., 2010; O'Brien et al., 2016).

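At 24 hpi the log2 fold change of Ptgs2 relative to mock was 2.17 in Adult Naive (standard error 0.32, adjusted p = 2.68e-05), 3.12 in Sensitized (standard error 0.54, adjusted p = 1.94e-04) and -0.15 in Resolved mice (standard error 0.26, adjusted p = 0.691). The direct comparison of 24 with 6 hpi, within batch 2, gave log2 fold changes of Ptgs2 of 0.28 in Adult Naive (standard error 0.33, adjusted p = 0.680), -0.32 in Sensitized (standard error 0.74, adjusted p = 0.853) and -4.57 in Resolved mice (standard error 0.28, adjusted p = 6.67e-08). The direct comparison for Tnf gave 0.39 in Adult Naive (adjusted p = 0.675), 0.10 in Sensitized (adjusted p = 0.947) and -1.83 in Resolved mice (adjusted p = 5.29e-05). Only in Resolved mice was the change between 6 and 24 hpi larger than the spread between mice. With each mouse left out in turn, the Adult Naive value for Ptgs2 ranged from 0.08 to 0.73 and the Resolved value from -4.88 to -4.37. The 6 Sensitized mice at 24 hpi had 59 to 997 counts of Ptgs2 each, and 5 of the 6 were above all mock-infected mice.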

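By the TNF score, Sensitized and Resolved mice were above mock by 1.12 and 0.63 at 3.5 hpi and by 1.51 and 1.66 at 6 hpi, and Adult Naive mice by 0.38 and 0.96. At 6 hpi the mean of the Resolved mice, 4.83, and of the Sensitized mice, 4.81, differed by less than the SD among the 3 Sensitized mice (0.22). As an interaction, the change of Tnf from mock to 6 hpi did not differ from that of Adult Naive mice by a margin that passed, either in Resolved (0.59, standard error 0.52, adjusted p = 0.640) or in Sensitized mice (1.33, standard error 0.56, adjusted p = 0.157). Over all genes 466 changed differently by 6 hpi in Resolved than in Adult Naive mice and 1455 in Sensitized than in Adult Naive mice. With 3 mice at 6 hpi these numbers ranged from 157 to 984 and from 610 to 1851 when each 6 hpi mouse was left out in turn.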

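Between 6 and 24 hpi the TNF score of Resolved mice went from 4.83 to 3.63, and that of Sensitized mice from 4.81 to 4.59. At 24 hpi the change from mock was larger in Sensitized than in Resolved mice by 2.68 for Tnf (interaction, standard error 0.60, adjusted p = 0.0336) and by 3.29 for Ptgs2 (standard error 0.68, adjusted p = 0.0257). The same interaction between Sensitized and Adult Naive mice did not pass for Tnf (1.02, adjusted p = 0.756) or Ptgs2 (0.96, adjusted p = 0.805), so the sustained expression was not distinguishable from that of Adult Naive mice. Of the 6 Sensitized mice at 24 hpi, Tnf counts ranged from 22 to 241, against 8 to 17 in the 5 Resolved mice. The TNF score of the 3 Sensitized mice harvested on the first date was 3.88 to 5.29 and that of the 3 harvested later 3.82 to 4.87.

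The paper reasons from the clustering of the TNFɑ-induced genes and from Tnf and Ptgs2 relative to mock at each time point. Early activation is read from 3 of 8 Resolved and 7 of 8 Sensitized mice at 3.5 hpi, and from all mice of both histories at 6 hpi. It is set against strong signaling at 24 hpi in 4 of 6 Sensitized mice and in no Adult Naive or Resolved mouse. The paper adds that the remaining Adult Naive and Sensitized mice showed varying activation, apart from mock-infected and Resolved mice. From this difference between histories the paper concludes that TNFɑ signaling is sustained through 24 hpi only in Sensitized mice among those previously infected, together with high expression of Ptgs2.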

### TNFα depletion increases bladder intracellular bacterial burdens in Resolved mice during acute rUTI

Previous studies in naive mice revealed that during infection, UPEC adhere to and invade into the superficial umbrella cells of the bladder epithelium, where they replicate and aggregate into intracellular bacterial communities (IBCs) within the cytosol, permitting the bacteria to increase in number and avoid innate immune defenses and the flow of urine (Justice et al., 2004; Mulvey et al., 1998; Anderson et al., 2003). We previously found that C3H/HeN mice that had experienced a prior UTI exhibit resistance to the stable formation of IBCs upon challenge infection: Resolved bladders harbored few if any IBCs at 6 hpi and none at 24 hpi, and no IBCs were observed in Sensitized bladders at either time point (O'Brien et al., 2016). To determine whether TNFɑ signaling during the early phase (first six hpi) of infection mediates this intracellular colonization resistance, we used a single dose of anti-TNFɑ antibody to deplete TNFɑ prior to challenge with 10^7^ cfu of UTI89. Bacterial colonization and IBC formation was compared to isotype-treated control mice in urine, bladders and kidneys, the latter because C3H/HeN mice are genetically prone to vesicoureteral reflux (Murawski et al., 2010). At 6 hpi, bladder bacterial burdens in Resolved mice given anti-TNFɑ antibody were increased relative to isotype-treated mice, while burdens in Adult Naive and Sensitized mice were unchanged (Figure 5A). Interestingly, TNFɑ depletion did not affect kidney colonization in any group (Figure 5B), but TNFɑ-depleted Resolved mice had lower urine titers at 6 hpi (Figure 5C). Due to the combination of higher bladder bacterial burdens and lower urine titers at 6 hpi, we hypothesized that TNFɑ depletion may have blocked the intracellular colonization resistance phenotype in Resolved mice, thus allowing IBC formation. Using fluorescence microscopy after infection with green fluorescent protein (GFP)-expressing UTI89, we found that TNFɑ depletion resulted in significantly more IBCs in Resolved bladders at 6 hpi, compared to isotype-treated controls (Figure 5D). In contrast, TNFɑ depletion did not affect IBC counts at 6 hpi in Adult Naive or Sensitized mice. In Resolved mice, bladder, but not kidney, bacterial burdens remained elevated in the TNFɑ-depleted group at 24 hpi (Figure 5E and F). By 7 days post-infection, urine titers were elevated in TNFɑ-depleted Resolved mice relative to isotype-treated mice (Figure 5G), suggesting that the increased IBC formation was allowing for more robust and longer-lasting infections. However, though TNFɑ depletion made Resolved mice more susceptible to acute cystitis upon challenge, a single dose of anti-TNFɑ antibody was insufficient to overcome their resistance to chronic infection, as 0 of 11 mice treated with anti-TNFɑ developed chronic cystitis lasting 4 weeks, compared to 0 of 11 mice treated with isotype. Nonetheless, TNFɑ depletion was sufficient to overcome intracellular colonization resistance during acute cystitis in Resolved, but not Sensitized mice.

**Figure 5.**
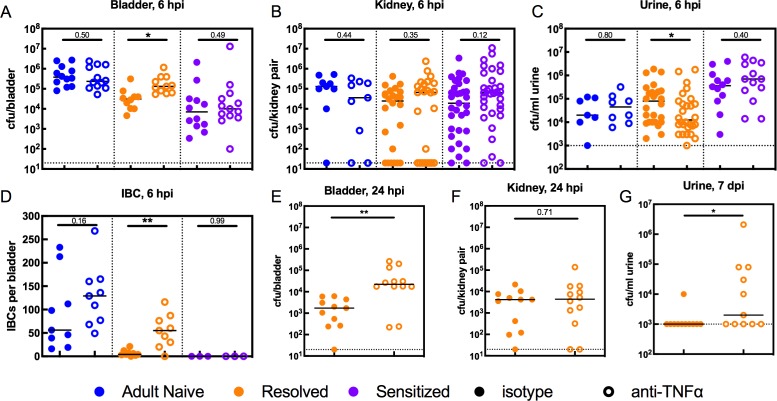
TNFα depletion increases intracellular bladder bacterial burdens in Resolved mice during acute rUTI. Adult Naive (blue symbols), Resolved (gold symbols), and Sensitized (purple symbols) mice were treated with anti-TNFα (open circles) or isotype control (solid circles) antibody 18 hr prior to infection with 10^7^ cfu UTI89 and sacrificed at indicated time points. Bacterial burdens were assessed at 6 hpi in the (**A**) bladder (cfu/bladder), (**B**) kidneys (cfu/kidney pair), and (**C**) urine (cfu/ml) in N = 5 independent experiments. (**D**) Intracellular bacterial communities (IBCs) were enumerated in N = 7 independent experiments. Bacterial burdens were enumerated at 24 hpi in Resolved mice for the (**E**) bladder (cfu/bladder) and (**F**) kidneys (cfu/kidney pair) in N = 2 independent experiments. (**G**) Urine bacterial burdens (cfu/ml) were measured in Resolved mice at 7 days post-inoculation (dpi); data from five independent experiments are depicted. Each data point represents the value for an individual mouse, bars indicate median values, negative results are plotted at the limit of detection (dotted line). Actual *P* values are indicated on the graphs if >0.05, or are represented by the following symbols: *p<0.05, **p<0.01, Mann-Whitney U test. 10.7554/eLife.46677.012Figure 5—source data 1.TNFα depletion increases intracellular bladder bacterial burdens in Resolved mice during acute rUTI.

### TNFα signaling restricts bladder intracellular colonization by UPEC in Resolved mice by promoting the exfoliation of infected bladder epithelial cells

We then sought to delineate how TNFɑ signaling restricts IBC formation in Resolved mice. We found that TNFɑ depletion did not affect the intracellular bladder bacterial burdens in Resolved mice at 3 or 4.5 hpi (Figure 6A), nor did it affect the number or morphology of IBCs present at 4.5 hpi (Figure 6B and Figure 6—figure supplement 1), indicating that TNFɑ signaling was neither limiting bacterial entry into urothelial cells nor affecting early IBC formation. We reasoned therefore that TNFɑ signaling was altering the inflammatory state of the bladder and thereby inducing exfoliation of the IBC-containing urothelial cells into the urine, as urothelial cell exfoliation is a known host defense mechanism against UPEC infection (Mulvey et al., 1998; Choi et al., 2016). Scanning electron microscopy (SEM) analysis of the urothelial surface of TNFɑ-depleted vs. control-treated Resolved mice at 6 hpi revealed striking differences: without TNFɑ depletion, clusters of neutrophils regularly gathered on the bladder surface, often underneath or around bulging umbrella cells that were likely ready to exfoliate, or in the gaps left by already exfoliated cells (Figure 6C), consistent with previous observations in UPEC-infected Resolved mice (O'Brien et al., 2016). With TNFɑ depletion, however, the bladder surface was minimally perturbed, with occasional bacteria on the surface and fewer neutrophils that were more scattered, rather than clustered, and little evidence of exfoliation (Figure 6C). Concordantly, bladder weights and neutrophils in the urine (pyuria) were each reduced in TNFɑ-depleted Resolved mice relative to isotype-treated mice at 6 hpi (Figure 6D–E).

**Figure 6.**
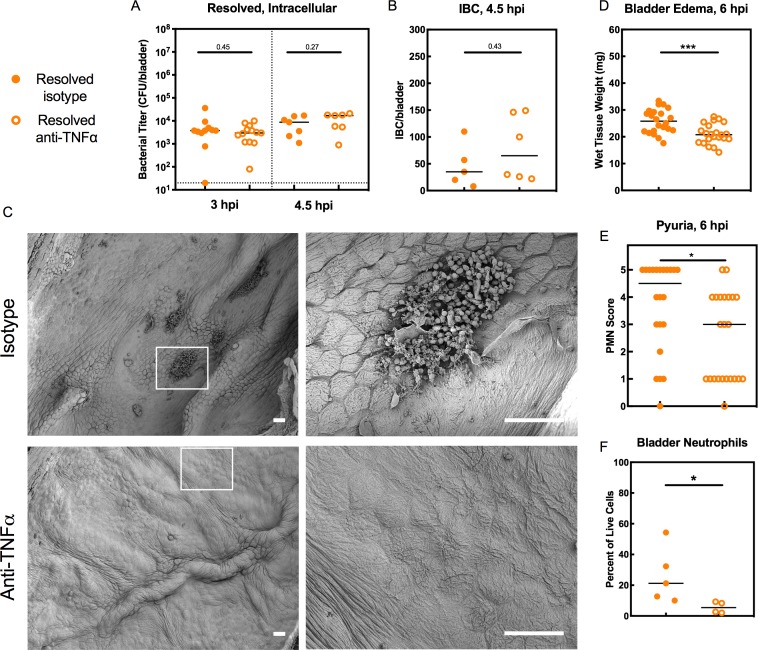
TNFα signaling restricts bladder intracellular colonization by UPEC in Resolved mice by promoting the exfoliation of infected bladder epithelial cells. Resolved mice were treated with anti-TNFα or isotype control antibody 18 hr prior to infection with 10^7^ cfu UTI89 and sacrificed at indicated time points. (**A**) Bladder intracellular bacterial burdens (cfu/bladder) of Resolved mice as determined by the ex vivo gentamicin protection assay in two independent experiments are shown at the indicated time points. (**B**) IBCs were enumerated in Resolved mice at 4.5 hpi with or without TNFα depletion from N = 2 experiments. See also Figure 6—figure supplement 1. (**C**) Scanning electron microscopy was used to assess the bladder luminal surface at 6 hpi in two independent experiments with n = 6 mice per group. Scale bars = 50 μm; white boxes outline areas visualized at a higher magnification to the right. At 6 hpi, (**D**) bladder edema and (**E**) pyuria were measured in N = 3 independent experiments. (**F**) Flow cytometry was performed on bladder single cell suspensions from Resolved mice in N = 2 independent experiments. Neutrophils were defined as CD11b^+^, Ly6G^+^, F4/80^-^ cells. Data points represent value for each individual mouse, bars indicate median values, negative results are plotted at the limit of detection (dotted line). Actual *P* values are indicated on the graphs if >0.05, or are represented by the following symbols: *p<0.05, **p<0.01, Mann-Whitney U test. 10.7554/eLife.46677.015Figure 6—source data 1.TNFα signaling restricts bladder intracellular colonization by UPEC in Resolved mice by promoting the exfoliation of infected bladder epithelial cells.

**Figure 6—figure supplement 1.**
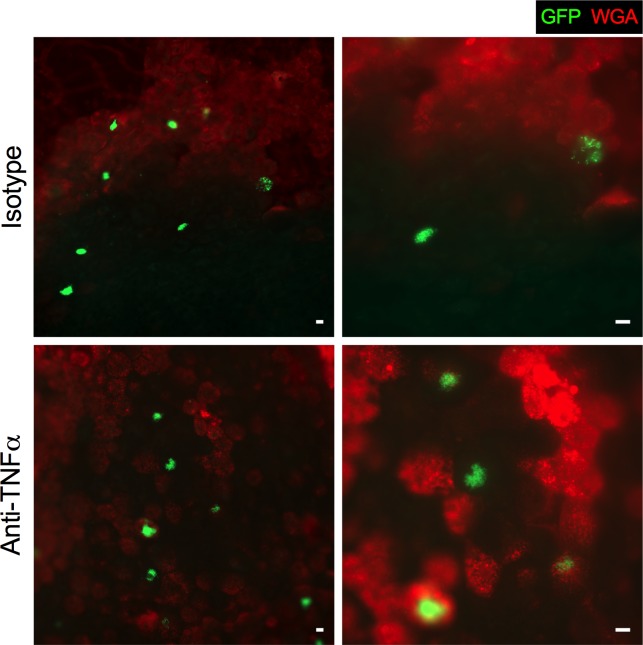
TNFα depletion did not affect IBC morphology in Resolved mice at 4.5 hpi. Resolved mice were pre-treated with anti-TNF⍺ or isotype control antibody 18 hr prior to infection with 10^7^ cfu GFP-expressing UTI89 (green) and sacrificed at 4.5 hpi. Wheat germ agglutinin (WGA, red) was used to visualize the cell surface. Fluorescent microscopy was performed to detect bladder IBCs and representative images are shown. Scale bar = 20 μm. N = 2 independent experiments were performed with n = 5–6 mice per group.

Neutrophil recruitment to the bladder and subsequent transmigration into the lumen is associated with urothelial exfoliation and is required to prevent overwhelming infection (Haraoka et al., 1999), but excessive neutrophil-induced inflammation can increase the severity of acute cystitis and, correspondingly, the incidence of chronic cystitis by causing mucosal wounding (Hannan et al., 2014). To test whether TNFɑ depletion affected overall neutrophil recruitment to the bladder versus altering neutrophil transmigration across the urothelium, we performed flow cytometry of single cell suspensions generated from Resolved bladders at 6 hpi. TNFɑ-depleted mice had significantly fewer bladder-associated neutrophils than isotype-treated control mice (Figure 6F), indicating diminished neutrophil recruitment to the bladder in the absence of TNFɑ signaling. Thus, in C3H/HeN mice, a history of self-resolving UTI imparts the bladder with resistance to intracellular UPEC colonization that is mediated by bladder TNFɑ signaling, which promotes neutrophilic inflammation and urothelial exfoliation, thereby causing the shedding of IBC-containing cells.

### TNFα depletion decreases the severity of acute rUTI in Sensitized mice

In Sensitized mice, TNFɑ depletion did not restore IBC formation at 6 hpi (Figure 5D), nor did it affect overall bladder bacterial burdens (Figure 5A), suggesting that colonization resistance during the first hours of challenge infection is unrelated to TNFɑ signaling in these mice. Previous work revealed that COX-2-mediated inflammation in the bladders of Sensitized mice during the first 24 hr of challenge infection overcame colonization resistance to allow severe acute and chronic rUTI, in part by promoting excessive neutrophil transmigration across the epithelium that caused severe bladder inflammation and mucosal wounding (Hannan et al., 2014; O'Brien et al., 2016). Treatment of Sensitized mice with a COX-2 inhibitor just prior to UPEC challenge protected against this outcome. Our findings that TNFɑ depletion in Resolved mice reduced neutrophil recruitment to the bladder as well as pyuria and urothelial exfoliation (Figure 6) suggest that sustained TNFɑ signaling in Sensitized mice may exacerbate acute bladder inflammation and mucosal wounding, predisposing to severe cystitis. We found that TNFɑ depletion in Sensitized mice resulted in a significant reduction in bladder bacterial burdens at 24 hpi (Figure 7A), with a decrease in median bladder titer from 3.8 × 10^6^ cfu/bladder in isotype-treated mice to 8.4 × 10^3^ cfu/bladder in TNFɑ-depleted mice. The effect of TNFɑ depletion in Sensitized mice was specific to the bladder, as kidney and urine bacterial burdens were unchanged (Figure 7B–C). TNFɑ depletion also significantly reduced bladder inflammation (edema) (Figure 7D), but, unlike with Resolved mice, did not affect the degree of pyuria observed Figure 7E. Thus, compared to Resolved mice, robust and sustained TNFɑ signaling in Sensitized mice induces prolonged inflammation through 24 hpi and promotes the development of severe acute cystitis.

**Figure 7.**
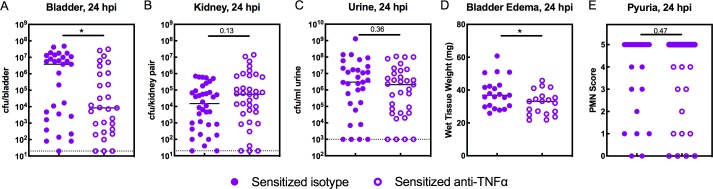
TNFα-depletion decreases the severity of acute rUTI in Sensitized mice. Sensitized mice were treated with anti-TNFα or isotype control antibody 18 hr prior to infection with 10^8^ cfu UTI89 infection and sacrificed 24 hpi. Bacterial burdens were enumerated in the (**A**) bladder (cfu/bladder), (**B**) kidneys (cfu/kidney pair), and (**C**) urine (cfu/ml urine), and (**D**) bladder weight and (**E**) pyuria were assessed in five independent experiments. Data points represent values for each individual mouse, bars indicate median values, negative results are plotted at the limit of detection (dotted line in A, B, and C). Actual *P* values are indicated on the graphs if >0.05, or are represented by the following symbols: *p<0.05. Mann-Whitney U test. 10.7554/eLife.46677.017Figure 7—source data 1.TNFα-depletion decreases the severity of acute rUTI in Sensitized mice.

## Discussion

The mucosal response to pathogens is influenced by both the virulence of the infecting organism and the propensity for a given mucosa to respond to bacterial colonization, the latter being determined by both inherited and acquired host traits. In immunocompetent individuals, an initial infectious disease episode—particularly one that can lead to chronic inflammation, such as upper respiratory infections (sinusitis, tonsillitis, and nasopharyngitis) and urinary tract infections—can act as a potent effector of tissue remodeling that predisposes to recurrent infection (Hooton et al., 1996; Nuhoglu et al., 2003; Toews, 2005). In this work, we sought to understand the molecular basis for how the character of an initial mucosal infection may affect susceptibility to recurrent infection using an inbred immunocompetent mouse model of recurrent UTI. Based on our prior investigations of this model (Hannan et al., 2010; Hannan et al., 2014; O'Brien et al., 2016; Schwartz et al., 2015; O'Brien et al., 2018), we hypothesized that early host-pathogen interactions at the bladder mucosa trigger time-sensitive checkpoints that determine the outcome of infection, but that the character of a prior bladder infection can alter the kinetics and downstream effects of these disease checkpoints. By investigating the nature of acute inflammation during the first 24 hr of UPEC infection in isogenic mice that differed only in their disease histories, we identified distinct patterns of bladder inflammation that dictated the severity of recurrent cystitis (Figure 8). The nature of an initial bladder infection – self-resolving vs. long-lasting – imparts upon the bladder different capacities for TNFɑ signaling in response to recurrent infection, which in turn lead to different host outcomes: i) a history of a self-resolving infection corresponds with robust, but transient, early-onset TNFɑ signaling that leads to resistance to severe recurrent infection; whereas ii) a history of a long-lasting infection corresponds with robust early-onset TNFɑ signaling that is sustained though 24 hpi and leads to susceptibility to severe recurrent infection. Others have shown that TNFɑ plays a role in the bladder’s response to UPEC infection in naive mice (Engel et al., 2006; Schiwon et al., 2014; Gur et al., 2013). However, our study demonstrates the centrality of this response and surprisingly shows that both the kinetics and the effects of this response can vary substantially based upon host infection history. These results have significance not only for our understanding of rUTI, but also of other recurrent mucosal infections.

**Figure 8.**
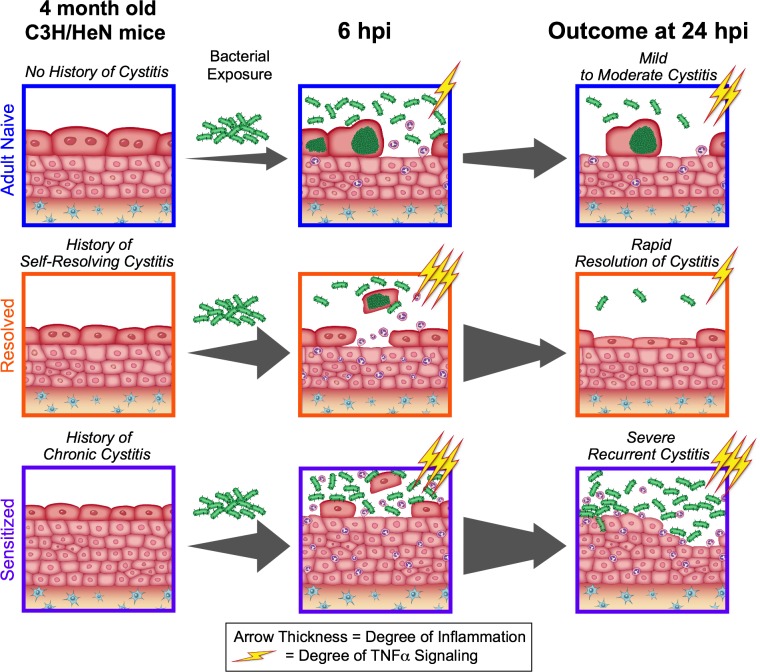
The outcome of a prior infection alters the balance towards either protection or susceptibility to recurrent infection through alterations in the dynamics of TNFα signaling. Upon bacterial challenge of Resolved mice, TNFα signaling (depicted as lightning bolts) is rapid, but transient (subsiding within the first 24 hr post-challenge), leading to rapid resolution of rUTI due to early exfoliation of infected bladder epithelial cells. However, when TNFα signaling is sustained (lasting 24 hr or more post-challenge), as occurs in Sensitized mice upon challenge, this contributes to mucosal wounding and severe rUTI.

Our RNA-seq and pathway analysis indicated that both TNFR1 and TNFR2 signaling pathways were activated in UPEC-infected bladders. TNFɑ binds to TNFR1 (expressed in most tissues, including urothelial cells) and/or TNFR2 (typically expressed by immune cells) and can activate distinct signaling cascades based on the receptors it binds to and the local microenvironment (Wajant et al., 2003; Wang et al., 2018; Wang and Bjorling, 2011). To add further complexity, both TNFɑ and the TNFRs can exist in either membrane bound or soluble forms. Both forms of TNFɑ can activate TNFR1, which leads either to NF-κB activation, cell survival, and cytokine production on the one hand, or cell death by apoptosis or necroptosis on the other (Wang et al., 2018). The balance between cell survival and cell death, as well as the inflammatory nature of the cell death in response to stimuli such as pathogen-associated molecular patterns (e.g. LPS), is influenced by many factors (Geppert et al., 1994). In contrast, only membrane-bound TNFɑ can activate TNFR2, thereby stimulating cell-mediated immunity, including activation of monocytes and lymphocytes, production of cytokines, and mediation of cytotoxic activity to promote host defense (Horiuchi et al., 2010). Although the pathway analysis employed in this study cannot distinguish between the two TNFR signaling pathways because of substantial overlap in the downstream regulated gene sets, it is likely that both TNFR1 and TNFR2 signaling are occurring in the bladder. Our use of whole bladder RNA-seq precludes us from identifying the cell types producing and responding to TNFɑ at this time.

The involvement of TNFɑ in both tissue damage and tissue regeneration represents an interesting functional duality (Wajant et al., 2003), and consequently, the host must tightly regulate TNFɑ activation to prevent damaging inflammation. We found that a major distinction between the responses of Sensitized and Resolved mice to bacterial challenge was the duration of TNFɑ signaling. Whereas Resolved mice had largely shut down TNFɑ signaling and bladder inflammation by 24 hpi, effectively nipping the infection in the bud, Sensitized mice had sustained TNFɑ signaling pathway activation in the bladder at 24 hpi, which contributed to the development of more severe infection. Adult Naive mice also had evidence of sustained bladder TNFɑ signaling pathway activation, though it was slower to develop and not as robust as in Sensitized mice at 24 hpi. The dynamics of bladder inflammation in Resolved mice—that is, robust early phase that is rapidly quenched by 24 hpi—has also been reported in juvenile naive C57BL/6 mice, which are naturally resistant to severe acute and chronic cystitis with UPEC (Hannan et al., 2010; Chan et al., 2013; Duell et al., 2012; Mulvey et al., 1998; Ingersoll et al., 2008; Liu et al., 2015). However, in contrast to our findings in Resolved mice, a prior study found no effect on overall neutrophil recruitment to the bladder in *juvenile naive* TNFR-/- vs WT C57BL/6J mice at 6 hpi, though transmigration of neutrophils across the bladder epithelium and exfoliation of infected bladder cells was impaired (Schiwon et al., 2014). While genotype can dictate these differences in the dynamics of host response in *naive* mice, our studies show that these dynamics are plastic and can be reshaped by non-germline factors such as prior infections and inflammation. Indeed, we previously demonstrated that superinfection of C57BL/6 mice can result in chronic cystitis, which subsequently sensitizes these mice to severe rUTI upon challenge (O'Brien et al., 2016).

We elucidated that previously infected C3H/HeN mice, regardless of disease outcome, shared an accelerated pattern of robust TNFɑ signaling and bladder inflammation relative to age-matched naive mice in the first 6 hours of infection (Figure 8). In naive mice, a critical event in bladder disease pathogenesis in the acute stages of *E. coli* infection is the formation of intracellular bacterial communities (IBCs), which allow the bacteria to rapidly increase in number while avoiding host defenses. However, previously infected C3H/HeN mice harbor very few, if any, IBCs at 6 hpi, a phenomenon we have termed ‘intracellular colonization resistance’ (O'Brien et al., 2016). We found that in Resolved mice, abrogation of TNFɑ signaling disrupted intracellular colonization resistance by reducing the recruitment of neutrophils to the bladder and exfoliation of IBC-containing cells, thus resulting in abundant IBCs detected in the bladder epithelium at 6 hpi. TNFɑ induces downstream targets (e.g. neutrophil chemokines such as CXCL1) that stimulate neutrophil recruitment to the site of infection, supporting our observations of decreased neutrophil recruitment to the bladder and pyuria in TNFɑ-depleted Resolved mice. In contrast, Sensitized mice were unable to harbor IBCs in the presence or absence of TNFɑ signaling, likely due to the significantly smaller size of the superficial umbrella cells (average surface area approximately one eighth that of Adult Naive umbrella cells four weeks after the initiation of antibiotics), which likely restricts IBC formation (O'Brien et al., 2016; O'Brien et al., 2018). Thus, we found that the mechanism of intracellular colonization resistance differs between Sensitized and Resolved mice.

We found that the kinetics of TNFɑ expression and pathway activation mirrored the kinetics of *Ptgs2* (COX-2) expression regardless of disease history, suggesting that TNFɑ signaling may be associated with *Ptgs*2 expression during bladder infection. COX-2 signaling is known to affect susceptibility to chronic and recurrent UTI in C3H/HeN mice, as COX-2-dependent severe inflammation and neutrophil transmigration through the bladder was shown to cause mucosal wounding leading to chronic cystitis (Hannan et al., 2014). Experimental suppression of COX-2-mediated acute inflammation with COX-2 inhibitors prevents chronic cystitis in naive mice and is a potent suppressor of recurrent UTI in Sensitized mice (Hannan et al., 2014; O'Brien et al., 2016). TNFɑ is capable of inducing COX-2 expression in some systems (Chen et al., 2000; Mark et al., 2001). However, whether COX-2 acts downstream of TNFɑ or both are activated by a common mechanism in mice during UPEC infection remains to be elucidated. While TNFɑ depletion in Sensitized mice phenocopied COX-2 inhibition in certain ways (e.g. reduced edema and reduced bacterial titers), unlike COX-2 inhibition, it did not affect pyuria, suggesting that neutrophil transmigration across the urothelium is independent of TNFɑ signaling in Sensitized mice. Taken together, these prior studies and our findings here elucidate an interesting dichotomy: whereas in Resolved mice, moderate, TNFɑ-mediated neutrophil recruitment to the bladder and subsequent exfoliation of IBC-containing urothelial cells allows for the clearance of infection, in Sensitized mice prolonged TNFɑ-signaling, coupled with COX-2 mediated transmigration of neutrophils across the bladder epithelium, exacerbates inflammation and mucosal wounding to promote severe acute cystitis. These different effects of TNFɑ signaling on the severity of recurrent cystitis may be a consequence of differences in epithelial remodeling that we previously demonstrated by quantitative proteomics (Hannan et al., 2014), and/or could be due to differences in bladder resident immune cell populations.

A question that this study was unable to answer is how the acute bladder inflammatory response is dampened so rapidly in Resolved mice. Although the RNA-seq pathway analysis gave some indication of activation of anti-inflammatory pathways in Resolved mice at 24 hpi, there was not a strong anti-inflammatory transcriptional signature that was also entirely absent in Sensitized mice. It may be that a unique, transient transcriptional signature arises in Resolved mice between the 6 and 24 hpi time points sampled, or alternatively, it may be that Resolved mouse bladders have additional inherent differences that are not evidenced by transcriptional changes. Previous ex vivo proteomics studies of urothelial cells isolated from convalescent mice suggested that the Sensitized urothelium is more susceptible to inflammatory cell death, neutrophil mediated damage, wounding, and oxidative stress (Hannan et al., 2014). Therefore, it is possible that the rapid elimination of intracellular bacterial communities in Resolved bladders, coupled with an inherent increased propensity for the Resolved urothelium to heal relative to the Sensitized urothelium, may explain the differences seen at 24 hpi. Understanding the specific mechanisms that allow Resolved mice to quickly quench bladder inflammation is an avenue of research that requires further investigation.

In summary, we show here that the nature and pattern of the bladder mucosal inflammatory response to UPEC infection, and particularly the dynamics of TNFɑ signaling, can be shaped by a prior infection in a way that dramatically alters host resistance to rUTI (Figure 8). Our studies indicate that TNFɑ signaling is a critical central mediator of bladder mucosal immune response to UPEC but can have different effects on acute disease outcome in previously infected mice depending upon the character of the prior infection. This central role is supported by clinical data indicating that prolonged use of anti-TNFɑ therapy in patients increases the risk of UTI (Tong et al., 2015). Understanding the underlying host mechanisms that dictate patient susceptibility to recurrent infections is critical for developing effective new therapies that target the host inflammatory response as an alternative strategy to combat rapidly increasing antimicrobial resistance.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*, female)	C3H/HeN	Envigo	C3H/HeN Hsd	
Strain, strain background (*Escherichia coli*)	UTI89 pANT4	https://doi.org/10.1073/pnas.0308125100 (Justice et al., 2004)		Episomal enhanced GFP; Kanamycin- and ampicillin-resistant
Strain, strain background (*Escherichia coli*)	UTI89 *att_HK022_::eGFP*	https://doi.org/10.1128/IAI.73.11.7657-7668.2005 (Wright et al., 2005)	UTI89-*Kan^R^*	Chromosomal enhanced GFP; Kanamycin-resistant
Strain, strain background (*Escherichia coli*)	UTI89 *attλ::PSSH10-1*	https://doi.org/10.1128/IAI.73.11.7657-7668.2005 (Wright et al., 2005)	UTI89-*Spc^R^*	Spectinomycin-resistant
Antibody	Anti-TNFα (rat IgG1 monoclonal, clone XT3.11)	BioXCell	BP0058, RRID:AB_1107764	10 mg/kg IP
Antibody	Anti-HRP isotype control (rat IgG1 monoclonal, clone XT3.11)	BioXCell	BP0088, RRID:AB_1107775	10 mg/kg IP
Antibody	Anti-mouse CD11b-PE conjugate (rat monoclonal, clone M1/70)	BD Biosciences	553311, RRID:AB_394775	(1:200)
Antibody	Anti-mouse Ly6G-FITC conjugate (rat monoclonal, clone 1A8)	BioLegend	127605, RRID:AB_1236488	(1:200)
Antibody	Anti-mouse F4/80-APC conjugate (rat IgG1 monoclonal, clone BM8)	BioLegend	123115, RRID:AB_893493	(1:200)
Antibody	Anti-mouse CD16/32, FcR block (rat monoclonal)	Biolegend	101301, RRID:AB_312800	
Commercial assay or kit	Duoset IL-6 ELISA kit	R and D Systems	DY406	
Commercial assay or kit	Duoset CXCL1 ELISA kit	R and D Systems	DY453	
Commercial assay or kit	Duoset CCL2 ELISA kit	R and D Systems	DY479	
Commercial assay or kit	RNeasy Plus kit	Qiagen	74136	
Commercial assay or kit	RiboZero rRNA depletion kit	Illumina	MRZG12324	
Commercial assay or kit	SMARTScribe reverse transcriptase	Clontech	639536	
Software, algorithm	Salmon	Salmon	0.8.2, RRID:SCR_017036	
Software, algorithm	DESeq2	DESeq2	1.14.0, RRID:SCR_015687	
Software, algorithm	Ingenuity Pathway Analysis	Qiagen Bioinformatics	RRID:SCR_008653	
Other	Wheat germ agglutinin, AlexaFluor 594 congugate	ThermoFisher	W11262	(1:1,000)
Other	DAPI stain	ThermoFisher	D1306	(1:20,000)
Other	Prolong Gold Anti-fade	ThermoFisher	P36930	

### Ethics statement

All animal experimentation was conducted according to the National Institute of Health guidelines for the housing and care of laboratory animals and performed in accordance with institutional regulations after review and approval by the Institutional Animal Care and Use Committee (animal protocol number 20180276) at Washington University in St. Louis, Missouri (Office of Laboratory Animal Welfare (OLAW) Assurance number A3381-01).

### Bacterial strains

The UPEC strain primarily used in this study was a kanamycin-resistant derivative of the human cystitis isolate UTI89 (Mulvey et al., 2001): UTI89 *att_HK022_::COM-GFP* (UTI89-*Kan^R^*) (Wright et al., 2005). For UPEC challenge of previously infected mice, we used a spectinomycin-resistant derivative: UTI89 *attλ::PSSH10-1* (UTI89-*Spc^R^*) (Wright et al., 2005). For enumeration of IBCs by epifluorescence microscopy, we used UTI89 *pANT4*, which contains a plasmid that constitutively expresses eGFP. Bacteria were routinely cultured in lysogeny broth (LB).

### Mouse infections

Female C3H/HeN mice were purchased from Envigo (Indianapolis, IN). Bacterial strains were inoculated into 20 ml of LB directly from freezer stock, grown statically at 37°C overnight, and sub-cultured 1:1000 into 20 ml of fresh LB and again grown statically at 37°C for 18 hr. These cultures were spun at room temperature for 10 min at 3000 xg, re-suspended in 10 ml phosphate-buffered saline, pH = 7.4 (PBS), and diluted to approximately 2–4 × 10^9^ cfu/ml (OD_600_ = 3.5). 50 μl of this suspension (~1–2 × 10^8^ cfu) was inoculated into the bladders of 7–8 week old female Juvenile Naive mice by transurethral catheterization. All initial infections and most challenge infections were performed with a high-dose inoculum of 10^8^ cfu UTI89 to reduce variability in infection dynamics and host responses (Hannan et al., 2010). For TNFα depletion studies in Figures 5 and 6, a 10^7^ cfu UTI89 inoculum was used to keep consistent with COX-2 inhibitor treatment studies described previously (O'Brien et al., 2016).

### IBC enumeration

Bladders were aseptically removed and hemisected. Each hemisphere was splayed out on silica plates using forceps and pins. Bladders were fixed with 4% paraformaldehyde (room temperature, 1 hr, shaking), washed with PBS, and incubated with 0.01% Triton-X in PBS (10 min). Bladders were stained with wheat germ agglutinin Alexa Fluor 594 conjugate (Molecular Probes) and 4’,6-diamidino-2-phenylindole DAPI (Life Technologies), washed with PBS, and mounted on slides with Prolong Gold Anti-Fade (ThermoFisher). Images of bladder hemispheres were captured on a Zeiss Axio Imager M2 upright wide-field fluorescence microscope or a Zeiss Observer D1 inverted wide-field fluorescence microscope and the number of IBCs across the entire interior of the bladder was enumerated manually by ImageJ (NIH, ImageJ bundled with Java 1.8.0_101).

### Tissue bacterial enumeration

At the indicated time points, mice were humanely euthanized and bladders were aseptically harvested and homogenized in PBS using a FastPrep-24 bead beater (MP Biomedicals, Santa Ana, CA). Homogenates were then serially diluted in PBS and spotted onto LB agar plates with and without antibiotic selection. Bladder intracellular bacterial burdens were determined using an ex vivo gentamicin protection assay performed as previously described (Mulvey et al., 1998) with the following modifications: after washing three times with PBS, bladders were incubated at 37°C for 75 min in gentamicin in RPMI cell culture medium with no serum added.

### Urine collection, bacterial enumeration, and urine sediment analysis

Urines were collected by applying suprapubic pressure with proper restraint and collecting the urine stream in sterile 1.5 ml Eppendorf tubes. Urines were then serially diluted in PBS and 10 μl total of each dilution was spotted onto LB and LB with 25 μg/ml kanamycin (LB/Kan25) agar plates. Urine sediments were obtained by cyto-centrifuging 80 μl of a 1:10 dilution of the collected urine onto poly-L-lysine-coated glass slides and stained as described (Rosen et al., 2007). To assess pyuria, stained urine sediments were examined by light microscopy on an Olympus BX51 light microscope (Olympus America), and the average number of polymorphonuclear leukocytes (PMN) per 400x magnification field (hpf) was calculated from counting five fields. A semi-quantitative scoring system of 0–5 was modified from an earlier study to facilitate pyuria analysis: 0, less than 1 PMN/hpf; 1, 1–5 PMN/hpf; 2, 6–10 PMN/hpf; 3, 11–20 PMN/hpf, 4, 21–40 PMN/hpf, and 5,>40 PMN/hpf (Hannan et al., 2010; Hannan et al., 2014).

### Recurrent UTI model

Mice were initially inoculated with either 10^8^ cfu of UTI89-*Kan^R^* (convalescent) or PBS (Adult Naive) and longitudinal urinalysis was performed to determine disease outcome. Urines were collected at 1, 3, 7, 10, 14, 21, and 28 days post-infection (dpi) and mice with persistent high-titer bacteriuria, which we define as the presence of >10^4^ cfu/mL of UTI89*-Kan^R^* at every time point, were deemed to have chronic cystitis (Sensitized), and all other UPEC-infected mice were deemed to have resolved the infection (Resolved). At 28 dpi, all mice were treated with trimethoprim and sulfamethoxazole in the drinking water daily for 10 days at concentrations of 54 and 270 μg/ml, respectively (Schilling et al., 2002). During this time, longitudinal urinalysis was continued weekly to confirm clearance of bacteriuria. Four to six weeks after the initiation of antibiotic therapy mice were challenged with 10^7^ or 10^8^ cfu of UTI89-*SpcR*. Mice were humanely euthanized at various time points and tissue titers determined as above.

### TNFɑ depletion in mice

Mice were administered anti-TNFɑ antibody (clone XT3.11) or isotype control (clone HRPN) (BioXCell, West Lebanon, NH) via intraperitoneal injection 18 hr before infection. Given the recommended dosage of 10 mg/kg, mice were administered 300 μg. Treatment was randomly assigned to each cage of mice.

### Inflammation profiling

Mice were infected with 10^8^ cfu of UPEC or PBS and were humanely euthanized at indicated time points. Bladder edema was determined obtained by weighing bladders in pre-weighed Eppendorf tubes and calculating bladder weight. Bladder homogenates were obtained via bead beating as described above, and after cfu plating, the remaining homogenates were spun down at 15,000 rpm for 5 min at 4°C and the supernatants were stored at −80°C. Cytokine expression in bladder homogenate supernatants was measured by enzyme-linked immunosorbent assay (ELISA) using DuoSet kits (R and D Systems, DY406, DY453, DY479) following the manufacturer’s instructions, with the following modifications: incubation with the capture antibody was lengthened to overnight at 4°C, and washes between incubations were performed five times instead of 3.

### Histopathology and immunofluorescence

Mice were infected with 10^8^ cfu of UPEC or PBS and were humanely euthanized at indicated time points. For histopathology assessment, bladders were excised, fixed with Methacarn (60% methanol, 30% chloroform, 10% glacial acetic acid), embedded in paraffin blocks, and cut into 5 µm sections. Hematoxylin and eosin (H and E) staining was performed and bladder sections were scored in a blinded fashion by a veterinarian using a semi-quantitative scoring system: 0 = normal, 1 = subepithelial cell inflammatory infiltration (focal and multifocal), 2 = edema and subepithelial inflammatory cell infiltration (diffuse), 3 = marked subepithelial inflammatory cells with necrosis and neutrophils in and on bladder mucosal epithelium, 4 = inflammatory cell infiltrate extends into muscle in addition to criteria for grade 3, 5 = loss of surface epithelium (necrosis with full-thickness inflammatory cell infiltration) (Hopkins et al., 1998).

### Flow cytometry

Mice were infected with 10^7^ cfu UPEC and were humanely euthanized at the indicated time point. Bladders were harvested and made into single-cell suspension via collagenase IV/DNase I digestion for 90 min at 37°C and passing through a 40 μm filter as previously described (Ingersoll et al., 2008). Cell surface markers were stained with fluorochrome-conjugated monoclonal antibodies (MAbs) (F4/80, CD11b, Ly6G from Biolegend and BD Biosciences) in FcR block (Biolegend). Cells were counterstained with propidium iodide (PI) prior to analysis on a FacsCalibur flow cytometer (BD Biosciences). Neutrophils were identified according to the following surface marker profile: CD45^+^ CD11b^+^ Ly6G^+^ F4/80^-^ and relative abundance was reported as a percentage of live (PI^-^) cells. Data were analyzed with FlowJo software version 10.

### Scanning electron microscopy

Mice were infected with 10^8^ cfu UPEC or PBS. Bladders were fixed in their native state (prior to harvest) using the ‘balloon method’ (Walker et al., 2017). Briefly, the body cavity was opened, a catheter was inserted transurethrally and bladders were inoculated with 50 ul freshly prepared SEM fixative (2% paraformaldehyde, 2% glutaraldehyde in 0.1 M cacodylate, pH 7.4, warmed to 37°C). The bladder was clamped with a hemostat before the catheter was withdrawn, and then excised and placed in 1 ml EM fixative overnight. Bladders were then bisected, post-fixed in 1.0% osmium tetroxide, dehydrated in increasing concentrations of ethanol, further dehydrated at 31.1°C and 1072 p.s.i. for 16 min in a critical point dryer, then sputter-coated with 10 nm iridium and imaged on a Zeiss Crossbeam 540 FIB-SEM or a Zeiss Merlin FE-SEM.

### RNA isolation

Mice infected with 10^8^ cfu of UPEC or PBS were humanely euthanized at indicated time points. All mock-infected mice were euthanized at 24 hpi. Bladders were aseptically harvested, flash-frozen in liquid nitrogen, and stored at −80°C. RNA isolation from whole bladders was performed using the with QIAGEN RNeasy Plus kit (74136). RNA quality was spot-checked using the Bioanalyzer platform (Agilent) and all RNA integrity number (RIN) scores were 8.9 or higher.

### Generation and analysis of RNA-Seq data

Illumina cDNA libraries were generated using a modified version of the RNAtag-seq protocol (Shishkin et al., 2015). Briefly, fragmented, dephosphorylated total RNA was ligated to barcoded DNA adapters carrying 5’-AN_8_-3’ barcodes and a 3’ blocking group. Barcoded RNAs were pooled, depleted of rRNA using RiboZero (Illumina MRZG12324), then reverse transcribed using SMARTScribe (Clontech) as described to add an adapter to the 3’ end of the cDNA by template switching (Zhu et al., 2001). Addition of Illumina P5 and P7 sequences to these cDNAs was achieved by PCR using tailed oligos targeting adapter sequences (Supplementary file 3). The resulting libraries were sequenced on the Illumina Nextseq 2500 platform to generate paired end reads. Samples were processed for library construction and sequencing in two batches: PBS mock-infected and UPEC-infected bladder RNA samples taken at 3.5 hpi were included in batch one; whereas UPEC-infected 6 and 24 hpi bladder RNA samples were processed 5 months later using the same reagents in batch two. Sequencing reads from each sample in a pool were demultiplexed based on their associated barcode sequence using custom scripts (https://github.com/broadinstitute/split_merge_pl; copy archived at https://github.com/elifesciences-publications/split_merge_pl) (Bandyopadhyay, 2019). Up to one mismatch in the barcode was allowed provided it did not make assignment of the read to a different barcode possible. Barcode sequences were removed from the first read as were terminal G’s from the second read that may have been added by SMARTScribe during template switching. Reads were aligned to *Mus musculus* Ensembl sequence GRCm38r94p6 mm10 using bbmap_37.10 (https://jgi.doe.gov/data-and-tools/bbtools/) and read counts were assigned to annotated transcripts using Salmon_0.8.2 (Patro et al., 2017). Differential expression and pathway analysis was conducted with DESeq2_1.14.0 (Love et al., 2014) and Ingenuity Pathway Analysis (https://www.qiagenbioinformatics.com/), respectively. Sequencing data were deposited in GEO database, accession number: GSE117532 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE117532).

### Statistical analysis

1) RNA-seq: DESeq2 assumes a negative binomial distribution for gene counts, normalizes for read depths and fits a generalized linear model. Statistical significance in gene expression differences were assessed by the Wald test and multiple comparison errors were corrected by Benjamini-Hochberg false-discovery rate correction (P_adjusted_). P_adjusted_ <0.05 was used as the cutoff for significantly differentially expressed genes without a fold-change cutoff. IPA employs a right-tailed Fisher’s exact test, with P_adjusted_ <0.05 deemed significantly enriched. A fold change cutoff of 2 was used in IPA analysis. Principal component analyses were performed with DESeq2 rlog counts using default settings in DESeq2 and including batch number as a variable to correct for any batch effect. 2) Microbiology, immunology, and pathology: statistical significance of bladder, urine, and kidney bacterial titers, histopathology scores, bladder edema, cytokine expression level, pyuria, IBC counts, and flow cytometry were assessed by Mann-Whitney U when comparing two groups or Kruskal-Wallis test with Dunn’s correction for multiple comparisons when comparing three or more groups. All the above items used two-tailed tests. 3) For all experiments, each data point came from an individual mouse, which is our definition of a biological replicate. For ELISA experiments, two technical replicates (bladder supernatant from the same mouse were applied to two wells of the ELISA plate) were assayed per biological replicate and the average value was plotted. 4) No specific computation of sample size was applied beforehand. Sample size for each experiment was determined a priori and following convention in the field: 3–7 mice per group per replicate experiment, with a minimum of 2–3 replicate experiments (except for RNAseq experiments).

## Data Availability

Sequencing data were deposited in GEO database under accession number GSE117532. The following dataset was generated: YuLO'BrienVPLivnyJDorseyDBandyopadhyayNColonnaMCaparonMGRobersonEDOHultgrenSJHannanTJ2018Host susceptibility to recurrent cystitis is shaped by bladder TNF-alpha signaling dynamicsNCBI Gene Expression OmnibusGSE117532

How the deposited data were processed for this re-analysis (not part of the article)

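Whole-bladder RNA of 72 adult C3H/HeN mice in 12 conditions was analysed: 3 infection histories (Adult Naive, Resolved and Sensitized), each mock-infected or infected with 100000000 cfu UTI89 for 3.5, 6 or 24 h. A further 71 juvenile mice of 3 strains were used only for the closing observations. Conditions and replicate numbers were taken from the sample labels and the paper. 3 juvenile C3H/HeN mice labelled 3.5 hpi could not be mapped and entered no comparison.

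The authors made RNAtag-seq libraries, aligned the reads with bbmap to GRCm38 and quantified annotated genes with Salmon. They deposited estimated counts, which need not be whole numbers, for 47420 genes per mouse. The estimated counts were rounded to whole numbers here. The authors also deposited TPM values, which are scaled to the same total in every mouse and carry no depth, and these were used only as an alternative scale, as log2(TPM + 1). Salmon's division of reads between similar transcripts is contained in both units. Gene positions were taken from GENCODE vM21, which is on the same build, GRCm38, and gene symbols from tables that pair them with Ensembl identifiers.

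Total estimated counts per adult mouse ranged from 2341564 to 13155067. Structural RNA genes took 19.8% to 59.2% of them, which lowers the depth left for other genes. Mice at 6 and 24 hpi were sequenced more deeply than mock-infected and 3.5 hpi mice. Mock-infected and 3.5 hpi libraries formed batch 1 (3 runs of 16, 12 and 20 mice), and 6 and 24 hpi libraries batch 2 (1 run of 24 mice). The comparisons of 6 and 24 hpi with mock therefore cannot be separated from the batch.

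Differential expression used edgeR 4.0.16 in R 4.3.3: TMM normalization, the default filter on low counts, and the quasi-likelihood test in a fit of only the groups compared. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted, with no limit on the fold change. There were 15 comparisons of 2 groups and 5 interactions. The genes named in the text were fixed by a rule before the data were examined. They are the genes of the Figure 4A heatmaps and of the TNFR1 and TNFR2 lists in Supplementary file 2, Tnf, Ptgs2, Il6, Cxcl1 and Ccl2, marker genes of cell types, the genes of the DHA entry in Supplementary file 1, and for each comparison the 3 genes with the largest change in each direction among those past the threshold, separated in every mouse and with a mean log2 CPM of at least 1.

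Scores per mouse were means of log2 CPM, counts scaled to the same total in every mouse (TMM over all adult mice, prior count 2): 23 genes of the Figure 4A heatmaps for the TNF score, 7 neutrophil markers and 13 hepatocyte markers. A further marker score set out beforehand is not reported here. They were compared by exact two-sided permutation tests on the difference of means, over all groupings of the mice, with Benjamini-Hochberg adjustment within each family. PCA used rlog values (DESeq2 1.42.0) of the 500 most variable genes, and separation was tested as a ratio of distances between and within groups by an exact one-sided permutation test. Hierarchical clustering used complete linkage on row z-scores of rlog values, and the paper's text names hierarchical clustering without a linkage. Python with scipy, numpy, pandas and matplotlib was used for the scores and figures.

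The edgeR and DESeq2 tests were tried on simulated data with 200 genes changed. These data used the means of mock-infected Adult Naive mice and the library sizes of the adult mice. Every gene was given the same spread, and no run or batch effect was simulated. The exact permutation test was tried on random normal values instead. The PCA, the clustering and the test of distances were not simulated. edgeR recovered 87% of them with 8 mice against 8 (4.40% of its calls were false), 62.5% with 3 against 8, 70% with 4 against 8, 73% with 5 against 8, 75% with 6 against 8 and 57% with 3 against 4 (7.32% false). An interaction recovered 63% with 8 mice per group and 34% with 3 infected mice per group. DESeq2 recovered 88.5% with 8 against 8, and 14.1% of its calls were false, above the limit of 12% first set for this test. That limit was then raised to 20%, after the value was seen. With no gene changed, 0 genes were called.

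The alternatives were DESeq2, no filter on low counts, at least 10 counts in every mouse, all 12 adult groups in a single fit, the replicate number as a block, the sequencing run or the harvest date as a covariate, other transformations and gene numbers for the PCA, other linkages, log2(TPM + 1) and the median in place of the mean for the scores, and leaving out each mouse in turn where a group held 3 to 6 mice. For Tnf and Ptgs2, DESeq2's shrunken fold changes were also among them. Chosen after seeing the data, for the numbers of genes, were protein-coding genes only, DESeq2's test with shrunken fold changes (in fits of 2 groups and of all 12 groups), and entries of the same symbol summed with near-identical genes left out. Pathway enrichment was not repeated, since it needs the gene sets of Ingenuity Pathway Analysis.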

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

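Of the tests below, those of the sequencing run in the PCA, the library batch, Map4k2, liver RNA and the harvest date were set out before their results were seen, and all others were chosen only after the result was seen. Other splits of the mice were counted with the real split included.

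5 values of single mice lay apart from their group, by Dixon's 95% critical value for the gap to the nearest mouse over the range. Among 114 groups and measures tested, 5.70 such values are what chance gives, so the number as a whole is consistent with chance. In adult mice they were 2 measures in Adult Naive and 1 in Sensitized replicate 3 at 3.5 hpi, described next. In juvenile C57BL/6J mice they were the TNF score of replicate 2 at 24 hpi (3.62, others 3.23 to 3.33) and of another mouse numbered 2 at 6 hpi (4.51, others 4.29 to 4.33). No biological explanation was tested for these single mice.

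Sensitized 3.5 hpi replicate 3 had a Tnf value of 1.75 log2 CPM (others 3.66 to 5.18). Its TNF score of 3.38 and neutrophil score of 1.27 were also the lowest of the group. A signature made from mock-infected mice, the mean of genes raised less the mean of genes lowered in Sensitized against Resolved mice, was -0.839 in this mouse and 0.0584 to 0.425 in the other 7. Either a mislabelled sample or a mouse that had not become sensitized would give such a value, and the test does not separate these. The labels of this mouse pair the birth date of a cohort with the harvest date of another, which bears on the first reading. Its total count was the lowest of its group (3147118). The mouse was kept in all comparisons.

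Adult Naive 3.5 hpi replicate 3 had the lowest Tnf of its group (-0.0141 log2 CPM) and the highest Ptgs2 (3.64, others 2.40 to 2.98). Its Tnf count was 2, where 9.61 would be expected from the rate in the other 7 mice (counts 7 to 20), with a one-sided Poisson p of 0.00381. Counting noise alone would rarely give so low a count, but the mouse was picked as the lowest of 8. No pair of mice of the same group differed by sampling noise alone, so the test cannot show that the low Tnf value is unusual. No biological explanation was tested for it.

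The paper does not discuss 151 genes that had at most 1 count in all 48 mice of library batch 1 and at least 1 CPM in all 24 mice of batch 2, and 0 genes showed the opposite. Their summed CPM were 3508 to 11531 in batch 2 and at most 3.21 in batch 1. If infection were the cause, they would appear in infected juvenile mice, but the highest sum in 28 juvenile mice at 6 or 24 hpi was 5.45. Of the 151, 94.7% (143) share at least 50% of their 31-mers with another gene or have another entry of the same symbol, against 6.80% of 18816 other expressed genes. The k-mer comparison alone is void, since only 78 of the 151 have a value. For 65 genes with another entry of the same symbol, the second entry held a median of 50% of the reads of the pair in batch 2. The sum of the pair had a median log2 ratio of 0.10 between the batches and the other entry of -0.89. A candidate explanation is that the batches were quantified against transcript sets that treated identical copies differently, which was not tested directly.

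Interactions test whether the change from mock differs between histories. At 3.5 hpi, 356 genes changed differently in Sensitized and Adult Naive mice, and 2 of 60 splits gave as many. At 6 hpi, 466 genes differed between Resolved and Adult Naive mice and 1455 between Sensitized and Adult Naive mice, but 15 and 11 of 60 splits gave as many. At 24 hpi, 200 genes differed between Sensitized and Resolved mice (7 of 60 splits) and 39 between Sensitized and Adult Naive mice (3 of 60 splits). These splits swapped the histories among infected mice and among mock-infected mice separately. A difference between histories that exists before infection can therefore add genes to the other splits. Some splits also leave the infected groups as they were. For these reasons the splits cannot show whether the numbers of genes at any time exceed those of chance. The difference at 3.5 hpi lies within library batch 1, but run and history are not balanced there, and with the run as a covariate the number of genes changed from mock was 193 in Adult Naive and 519 in Sensitized mice. In Sensitized mice, splits with all run 3 mice on the same side gave at most 140 genes, against 805 for the real split. This argues against the run alone as the source of the Sensitized number, although a part from the run is not excluded. Whether the 356 interaction genes contain such a part cannot be told from these counts.

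The juvenile mice allow the TNF score to be read in mice without an earlier infection, against mock-infected mice of their own strain. Relative to mock it was higher in C57BL/6J mice by 1.13 at 3.5 hpi (10 of 10 mice above all mock-infected mice), 1.35 at 6 hpi (5 of 5) and 0.341 at 24 hpi (5 of 5). In C3H/HeOuJ mice it was higher by 0.533 at 3.5 hpi (9 of 10), 1.28 at 6 hpi (5 of 5) and 1.75 at 24 hpi (5 of 5). In C3H/HeN mice the difference was 1.52 at 6 hpi (4 of 4) and 1.55 at 24 hpi (4 of 4, exact permutation p = 0.0286 for each, the smallest that 4 against 3 allow). Within a single harvest year the lowest difference was 0.303 in C57BL/6J and 0.451 in C3H/HeOuJ mice, so the harvest cohort did not account for the rise. The difference between the strains at 24 hpi was not tested. Other technical explanations, such as the library batch, which is not known for these mice, were not tested.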

How the results depend on the processing

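The alternatives were set before the data were examined, except 4 chosen after seeing the data: for the numbers of genes, protein-coding genes only, DESeq2's test with shrunken fold changes in fits of 2 groups and of all 12 groups, and summed entries with near-identical genes left out. For comparisons, 373 alternative values kept the direction and the side of the threshold (or lay within 1.5 times the number of genes), 10 became weaker, 2 became stronger, 37 moved and 4 reversed. For single genes and other values, 1929 stayed, 117 became weaker, 3 moved and 0 reversed. No cause below was tested.

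With DESeq2 the number of genes was 133 in Resolved mice at 3.5 hpi (73 with edgeR), 98 between mock-infected Resolved and Adult Naive mice (29), 1095 between 24 and 6 hpi in Adult Naive mice (586) and 1011 in Sensitized mice (141 higher and 54 lower). Its interactions gave 787 genes at 6 hpi between Resolved and Adult Naive mice (466), 574 at 24 hpi between Sensitized and Resolved mice (200) and 124 between Sensitized and Adult Naive mice (39). DESeq2's shrunken fits gave 126, 93, 1088 and 1001 genes for the first 4 of these comparisons. Without a filter on low counts the numbers were 165 in Resolved mice at 3.5 hpi, 74 between mock-infected Resolved and Adult Naive mice and 1083 between 24 and 6 hpi in Adult Naive mice.

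With all 12 adult groups in a single fit, 2000 genes differed between 24 and 6 hpi in Adult Naive and 4336 in Sensitized mice. The interactions gave 183 genes at 3.5 hpi (356), 832 at 24 hpi between Sensitized and Resolved mice and 190 between Sensitized and Adult Naive mice. The 12-group fit with shrunken fold changes gave 10506 genes in Sensitized mice at 24 hpi (6720), 49 between mock-infected Resolved and Adult Naive mice, and 2112 and 4544 between 24 and 6 hpi in Adult Naive and Sensitized mice. The peak of the number of genes at 6 hpi in Sensitized mice was thus not kept under the single fits.

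With the replicate number as a block, 120 genes were called in Adult Naive mice at 3.5 hpi (211), 2686 at 6 hpi (4587), 44 in Resolved mice at 3.5 hpi, 115 between 24 and 6 hpi in Adult Naive mice and 0 in Sensitized mice, where 2875 genes had an unadjusted p under 0.05. Interactions with the block gave 888 genes at 6 hpi between Sensitized and Adult Naive mice (1455) and 17 at 24 hpi (39). The pairing by replicate number is taken from the labels, and mice with the same number did not deviate together (correlations of -0.106 to 0.0185). With at least 10 counts in every mouse 2851 genes were called in Adult Naive mice at 6 hpi, and 2925 with entries summed. With protein-coding genes only, 311 genes differed between 24 and 6 hpi in Sensitized mice. With the sequencing run as a covariate 38 genes were called in Resolved and 519 in Sensitized mice at 3.5 hpi (805), and 862 between mock-infected Sensitized and Adult Naive mice (1671). With harvest date as a covariate 87 genes differed between mock-infected Resolved and Adult Naive mice.

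On log2(TPM + 1) values the TNF score difference was 0.198 for Resolved mice at 24 hpi against mock (0.458), 0.299 for Sensitized against Resolved mice at 3.5 hpi (0.618), 0.836 at 24 hpi (0.961), -0.651 for Resolved against Adult Naive mice at 24 hpi (-0.468) and 0.0635 in juvenile C57BL/6J mice at 24 hpi (0.341), none of which passed. The difference of Resolved from Adult Naive mice at 3.5 hpi (0.330) now passed at 0.387, and at 0.395 with the median over genes. The neutrophil score of Resolved mice at 3.5 hpi (0.779) no longer passed with the median over genes (0.944) or as paired differences by replicate number (0.779, exact permutation p = 0.0859). Near 0, the neutrophil difference of Adult Naive mice at 3.5 hpi reversed to -0.0293 with DESeq2's size factors. In the correlation of Tnf and Ptgs2 at 3.5 hpi, Sensitized mice gave 0.752 on TPM values, 0.452 as Spearman's rho and -0.286 without the 2 mice farthest from the median of Tnf (0.813), and Adult Naive mice gave 0.0426 without those 2 (-0.752). The log2 fold change of Tnf in Adult Naive mice at 6 hpi (1.62) was 1.60 in the single fit and did not pass, and that of Tnf between 24 and 6 hpi in Sensitized mice (0.10) was -0.46 with the replicate number as a block.

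Leaving out each mouse in turn was done for groups of 3 to 6 mice, with 249 values unchanged in call, 15 weaker, 37 moved and 6 reversed. Between 24 and 6 hpi the number of genes ranged from 1.3e+02 to 965 in Adult Naive mice (7 fits), from 3142 to 6737 in Resolved mice (8 fits) and from 1 to 350 in Sensitized mice (9 fits). The interactions ranged from 157 to 984 genes at 6 hpi between Resolved and Adult Naive mice and from 610 to 1851 between Sensitized and Adult Naive mice, and at 24 hpi from 21 to 1453 between Sensitized and Resolved mice (11 fits) and from 12 to 209 between Sensitized and Adult Naive mice (10 fits). The log2 fold change of Tnf in Adult Naive mice at 6 hpi ranged from 0.86 to 2.00 (3 fits, of which 1 no longer passed), and between 24 and 6 hpi in Sensitized mice that of Tnf from -0.28 to 0.36 and that of Ptgs2 from -0.93 to 0.0167 (9 fits). The TNF score difference of Sensitized and Resolved mice at 6 hpi ranged from -0.143 to 0.0681, and in juvenile C3H/HeN mice the rise ranged from 1.36 to 1.62 at 6 hpi and from 1.42 to 1.66 at 24 hpi, where 3 against 3 or 4 against 2 mice cannot pass 0.05.

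Depth limits Tnf: mock-infected mice had 2 to 19 counts, and at 3.5 hpi the filter on low counts left Tnf out in Adult Naive and Resolved mice. Without the filter its log2 fold change was 1.45 (adjusted p = 0.0295) and 2.71 (adjusted p = 8.22e-05) there. In the single fit over all 12 adult groups it was 1.47 (adjusted p = 0.412) and 2.73 (adjusted p = 3.98e-04). The call in Adult Naive mice therefore depended on the fit.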

Differences from the paper's values

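Of 117 values compared, 18 differ. The paper's number of differentially expressed genes in Resolved mice at 3.5 hpi is 127, against 73 here. Of the alternatives set before the data were examined, DESeq2 (133) and no filter on low counts (165) have values that no longer differ, and at least 10 counts in every mouse (55), the replicate block (44), the sequencing run (38), the harvest date (76) and the single fit (64) do not close the gap. DESeq2 with shrunken fold changes, chosen after seeing the values, gave 126.

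The paper's log2 fold change of Ptgs2 in Resolved mice at 6 hpi is 2.12, against 4.45 here. The paper's value for Tnf in the same mice is the same number as its value for Ptgs2, and this also holds in Sensitized mice at 6 hpi. No alternative closed the gap for Ptgs2 in Resolved mice: the value was 4.13 with the replicate block, 4.42 in the single fit and 4.15 with DESeq2's shrunken fold changes.

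In Sensitized mice at 3.5 hpi the paper's log2 fold change of Tnf is 1.70, against 3.33 here. The replicate block (3.23), the run (3.40), the harvest date (3.27) and the single fit (3.35) did not close the gap, and DESeq2's shrunken fold change, the estimate that the Figure 4 legend names, was 1.70 and does. For Ptgs2 in the same mice the paper's value is 1.62, against 2.91 here. DESeq2's shrunken fold change (1.61) closes the gap, and the run (2.84), the harvest date (2.91) and the single fit (2.93) do not. The replicate block was counted as no longer differing, although its value of 2.67 stays nearer to 2.91 than to 1.62.

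For Map4k2 the paper's log2 fold changes in Supplementary file 2 are 5.59 and 6.04 in Adult Naive mice at 6 and 24 hpi, 6.16 in Resolved mice at 6 hpi, and 5.81 and 6.33 in Sensitized mice at 6 and 24 hpi. The first entry (ENSMUSG00000024948) gave -0.96, -1.17, -0.91, -1.09 and -1.18 here and the second (ENSMUSG00000106850) 8.66, 8.54, 8.93, 8.67 and 8.69. None of the alternatives set before the data were examined closed these gaps for either entry. With DESeq2 the second entry gave 7.72, 7.55, 7.82, 7.26 and 7.36.

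The paper's value for Fos in Resolved mice at 6 hpi is 2.37, against 2.88 here. The replicate block gave 2.45, which no longer differs, and no other alternative set before the data were examined closed the gap. Nfkbid had 3.95 in the paper and 4.19 here in Resolved mice at 6 hpi, and 2.47 in the paper and 2.63 here in Sensitized mice at 6 hpi. Tnfaip3 in Sensitized mice at 3.5 hpi had 2.26 in the paper and 3.76 here. None of the alternatives set before the data were examined closed the gap for Nfkbid or Tnfaip3. DESeq2's shrunken fold changes, which closed the gaps for Tnf and Ptgs2 in Sensitized mice at 3.5 hpi, were compared for those 2 genes only. Whether they would close the gaps for Tnfaip3, Nfkbid, Fos and Map4k2 was not tested.

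Some statements of the paper were met only in part or did not pass here. The paper states that Ptgs2 rose further in Adult Naive mice at 24 hpi. The direct comparison with 6 hpi had the same direction but did not pass (log2 fold change 0.28, adjusted p = 0.680). With each mouse left out in turn this change ranged from 0.08 to 0.73. The paper states that Resolved mice showed no activation of the TNFR pathways at 24 hpi, and the TNF score was 0.458 above mock in 5 of 5 mice (0.198 on log2(TPM + 1) values, exact permutation p = 0.0816). The genes of the score may have been chosen for a rise in these same mice, so this rise is not independent evidence. The paper states that Sensitized mice stand apart on PC2 at every time point. Sensitized 3.5 hpi replicate 3 was the exception, with a PC2 value of -6.07, and all other Sensitized mice had values of 8.31 or higher.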

Other observations

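The tests of the sequencing run in the PCA, the library batch, Map4k2, liver RNA and the harvest date were set out before their results were seen, and the counts of other splits and the run covariate were chosen only after the result was seen.

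In the PCA of mock-infected mice the 8 Adult Naive mice form a pair of groups that the paper's figure also shows. The groups are the mice of sequencing runs 1 and 3 (3 and 5 mice). The ratio of distances between to within runs on PC1 and PC2 was 8.00 (exact one-sided permutation p = 0.0179, the smallest that 56 groupings allow). By harvest date the ratio was 2.17 (exact one-sided permutation p = 0.0857). The sequencing run is a candidate explanation, and what else differed between the runs was not tested.

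Every mouse at 6 or 24 hpi is from library batch 2 and every mock-infected mouse from batch 1. As a test of the batch as the cause of the changes from mock, genes changed in the same direction in all 3 adult histories were read in juvenile mice with their own mock-infected controls. Of 3613 such genes at 6 hpi and 3995 at 24 hpi, 2983 and 3443 could be tested in juvenile C3H/HeN mice. Of those, 78.6% at 6 hpi and 82.0% at 24 hpi changed in the same direction, where 50% is expected with no relation. The share was 82.1% and 80.8% in C3H/HeOuJ and 81.0% and 77.4% in C57BL/6J mice. The changes of the tested genes, taken as a set, are thus unlikely to come from the batch alone. Genes that could not be tested in juvenile mice, and genes called in only some histories, are not covered. The library batch of the juvenile mice is not known. The number of genes and the size of each change may still contain a batch part.

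Map4k2 has the largest rise of the TNFR1 list in the paper's Supplementary file 2 at 6 and 24 hpi in Adult Naive and Sensitized mice, and at 6 hpi in Resolved mice. In the counts its second entry (ENSMUSG00000106850) had 0 CPM in all batch 1 and juvenile mice and at least 4.11 in batch 2, and the sum of both entries had a log2 ratio of -0.03 between the batches. In juvenile C3H/HeN mice the largest log2 fold change of Map4k2 at 6 or 24 hpi was 0.12 in size. A candidate explanation for the rise is the library batch.

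Acute phase, LXR/RXR and coagulation pathways stand at positions 1, 2 and 4 of the paper's list for Adult Naive mice at 6 hpi. Across batch 2 mice the deviations of 13 liver genes from their group means correlated at a mean of 0.809 between genes. The liver score ranged from -0.81 to 3.69 among the 6 Sensitized mice at 24 hpi and from 1.73 to 3.63 among the 3 Adult Naive mice at 6 hpi. Within groups, the acute phase gene Orm1 correlated with the liver score at 0.602, Saa3 at -0.273 and Lcn2 at 0.00434, so the genes of these pathways did not all follow it. RNA from liver cells in some samples is a candidate source of these pathways, and how it would have entered was not tested. Acute phase signaling stands at position 3 for Sensitized mice at 6 hpi (liver score 0.28 to 4.48) and 5 for Resolved mice at 6 hpi (-0.40 to 0.94). It also stands at position 9 for Sensitized mice at 3.5 hpi, where no batch 1 mouse had a liver score above -0.19. This argues against liver RNA as the source of acute phase signaling in Sensitized mice at 3.5 hpi.

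The 6 Sensitized mice at 24 hpi differ in TNF score, and 4 cluster apart from mock-infected mice. Replicates 3 and 6 do not, and each also stood out on another measure. Replicate 3 had a PC3 value of -57.4 in the PCA of all adult mice, where the others had -4.31 to 8.50. In replicate 6 structural RNA genes took 59.2% of the counts, the highest share of any adult mouse. That share was 24.5% in replicate 3, and 40.6% in replicate 5, which did cluster apart. Whether library quality accounts for the split was not tested. The 3 mice harvested in March (3.88 to 5.29) and the 3 harvested in June and July (3.82 to 4.87) did not differ (difference 0.279, exact permutation p = 0.5, smallest possible 0.1), so the harvest date did not account for the spread, as far as 3 mice against 3 can show.

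Other splits of the same mice were counted for each number of differentially expressed genes. At 3.5 hpi against mock, 4 of 100 splits in Adult Naive, 4 of 100 in Resolved and 1 of 100 in Sensitized mice gave as many genes. In Adult Naive mice a split with all 8 run 3 mice on the same side gave 1563 genes. In Resolved mice such a split gave 815. The number of genes from such splits therefore does not tell the run from infection there. With the run as a covariate, 193 genes were called in Adult Naive mice, against 211 without it. This argues against the run as the source of most of the Adult Naive number. In Resolved mice 38 genes remained, and that number cannot be told apart from the run. Between mock-infected groups, 1 of 100 splits for Sensitized and Resolved, 1 of 100 for Sensitized and Adult Naive, and 2 of 100 for Resolved and Adult Naive mice gave as many. Splits for the later times were few, since only splits that part as many same-numbered mice were counted: 1 of 8 at 6 hpi in each history, 1 of 16 at 24 hpi in Adult Naive, 1 of 32 in Resolved and 1 of 64 in Sensitized mice, and 1 of 8 for each comparison of 24 with 6 hpi. With 8 or 16 splits no share under 0.05 was possible.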
